# RNA sequencing reveals niche gene expression effects of beta-hydroxybutyrate in primary myotubes

**DOI:** 10.26508/lsa.202101037

**Published:** 2021-08-18

**Authors:** Philip MM Ruppert, Lei Deng, Guido JEJ Hooiveld, Roland WJ Hangelbroek, Anja Zeigerer, Sander Kersten

## Abstract

Various forms of fasting and ketogenic diet have shown promise in (pre-)clinical studies to normalize body weight, improve metabolic health, and protect against disease. Recent studies suggest that β-hydroxybutyrate (βOHB), a fasting-characteristic ketone body, potentially acts as a signaling molecule mediating its beneficial effects via histone deacetylase inhibition. Here, we have investigated whether βOHB, in comparison to the well-established histone deacetylase inhibitor butyrate, influences cellular differentiation and gene expression. In various cell lines and primary cell types, millimolar concentrations of βOHB did not alter differentiation in vitro, as determined by gene expression and histological assessment, whereas equimolar concentrations of butyrate consistently impaired differentiation. RNA sequencing revealed that unlike butyrate, βOHB minimally impacted gene expression in primary adipocytes, macrophages, and hepatocytes. However, in myocytes, βOHB up-regulated genes involved in the TCA cycle and oxidative phosphorylation, while down-regulating genes belonging to cytokine and chemokine signal transduction. Overall, our data do not support the notion that βOHB serves as a powerful signaling molecule regulating gene expression but suggest that βOHB may act as a niche signaling molecule in myocytes.

## Abstract (precis)

RNA sequencing reveals primary myocyte-specific gene-regulatory niche effects for β-hydroxybutyrate but do not support a general signaling of β-hydroxybutyrate role in other primary cells or during cellular differentiation in vitro.

## Introduction

Prevalence rates for obesity are spiraling out of control in many communities across the world. Inasmuch as obesity is a major risk factor for many chronic diseases, including type 2 diabetes, cardiovascular disease, and certain types of cancer (1), effective remedies to slow down the growth of obesity are direly needed. A common strategy that effectively promotes weight loss, at least in the short term, is caloric restriction, leading to an improvement in the cardiometabolic risk profile. One of the more popular forms of caloric restriction is time-restricted feeding, in which the normal abstinence of food consumption during the night is partly extended into the daytime (2). Other forms of caloric restriction include alternate day fasting, periodic fasting (e.g., 5:2), and fasting mimicking diets (2). In animal models, these dietary interventions increase median life-span, reduce body weight, mitigate inflammation, improve glucose homeostasis and insulin sensitivity, and delay the onset of diabetes, cardiovascular and neurological disease, as well as cancer. Similarly, human studies have reported weight loss, reduced HbA1c and glucose levels, improved insulin sensitivity and blood lipid parameters, and lower blood pressure (2, 3, 4, 5, 6, 7).

Interestingly, it has been suggested that intermittent fasting may confer cardiometabolic health benefits independently of caloric restriction and concomitant weight loss (7, 8). A number of mechanisms have been invoked in explaining the possible health benefits of the various forms of fasting as well as of ketogenic diets, including lower plasma insulin levels and higher plasma levels of ketone bodies. Ketonemia is a characteristic feature of the fasted metabolic state. During the feeding–fasting transition, the body switches from glucose as a primary fuel source to the oxidation of fatty acids. In the liver, the high rates of fatty acid oxidation are accompanied by the synthesis of ketone bodies, which, as fasting progresses, become the dominant fuel for the brain (9). The two main ketone bodies are β-hydroxybutyrate (βOHB) and acetoacetate (AcAc). Both compounds serve as sensitive biomarkers for the fasted state, increasing in combined concentration from less than 0.1 mM in the fed state to 1 mM after 24 h to 5–7 mM when fasting for about a week (9, 10, 11).

In addition to serving as fuel in tissues such as the brain, heart, and skeletal muscle, recent research has unveiled that βOHB may also serve as a direct signaling molecule. By activating specific signaling pathways, βOHB may not only have an important regulatory role in the metabolic response to fasting but may also potentially mediate some of the beneficial health effects of fasting (2, 12, 13, 14, 15, 16, 17, 18, 19, 20, 21, 22, 23). Evidence has been presented that βOHB may regulate gene expression via epigenetic mechanisms. Shimazu et al linked βOHB-mediated HDAC inhibition to protection against oxidative stress in the kidneys via the up-regulation of *FOXO3a*, *Catalase*, and *MnSOD* (24). Whereas subsequent studies in neonatal hepatocytes, brain microvascular endothelial cells, and NB2a neuronal cells hinted at conservation of this pathway in different cell types (25, 26), other studies have since questioned the role of βOHB as a potential physiological HDAC inhibitor (27, 28). Interestingly, recent studies in hepatocytes, cortical neurons, myotubes, and endothelial cells suggested that βOHB may serve as a novel substrate for transcriptionally activating histone modifications. This so-called lysine β-hydroxybutyrylation was found in proximity to fasting-relevant hepatic pathways, including amino acid catabolism, circadian rhythm, and PPAR signaling (28), and was found to regulate the expression of BDNF (29) and hexokinase 2 (27). How histones become β-hydroxybutyrylated remains unknown but a series of biochemical experiments suggest that SIRT3 facilitates the de-β-hydroxybutyrylation of histones (30). While there is thus some evidence to suggest that βOHB may serve as a direct signaling molecule regulating genes, the potency and importance of βOHB as regulator of gene expression in various cell types is unclear. Accordingly, here we aimed to investigate the capacity of βOHB to regulate gene expression and thereby serve as a direct signaling molecule during the fasted state. To this end, we investigated whether βOHB, in comparison to the well-established HDAC inhibitor butyrate, influences in vitro differentiation of adipocytes, macrophages, and myotubes. In addition, we studied the effect of βOHB on whole genome gene expression in primary mouse adipocytes, macrophages, myotubes and hepatocytes via RNA-seq.

## Results

### Butyrate but not β-hydroxybutyrate impairs differentiation of adipocytes, monocytes, and macrophages

To solidify the concept of βOHB being a powerful signaling molecule that influences cellular homeostasis, we examined whether βOHB affects cellular differentiation. Previously, we showed that butyrate, despite acting as a selective PPARγ agonist, inhibits adipogenesis in 3T3-L1 cells (31). Because of structural and possibly functional resemblance with butyrate, we hypothesized that βOHB might exert similar effects on the differentiation of 3T3-L1 cells. Compared with the control, 8 mM βOHB did not visibly affect adipocyte differentiation, as assessed during the differentiation process (Day 4) and terminally (Day 10; Fig 1A). By contrast and in line with previous studies, 8 mM butyrate markedly inhibited adipocyte differentiation (Day 4 and 10; Fig 1A), whereas 1 μM rosiglitazone stimulated the differentiation process (Day 4). Corroborating the visual assessment, butyrate significantly down-regulated the expression of the adipogenic marker genes *Adipoq*, *Slc2a4* (*Glut4*), and *Fabp4*, whereas rosiglitazone significantly up-regulated these genes. In line with the lack of effect of βOHB on 3T3-L1 differentiation, βOHB had a minor impact on the expression of *Slc2a4* (*Glut4*) and no impact on the expression of *Adipoq* or *Fabp4* (Fig 1B).

**Figure 1.**
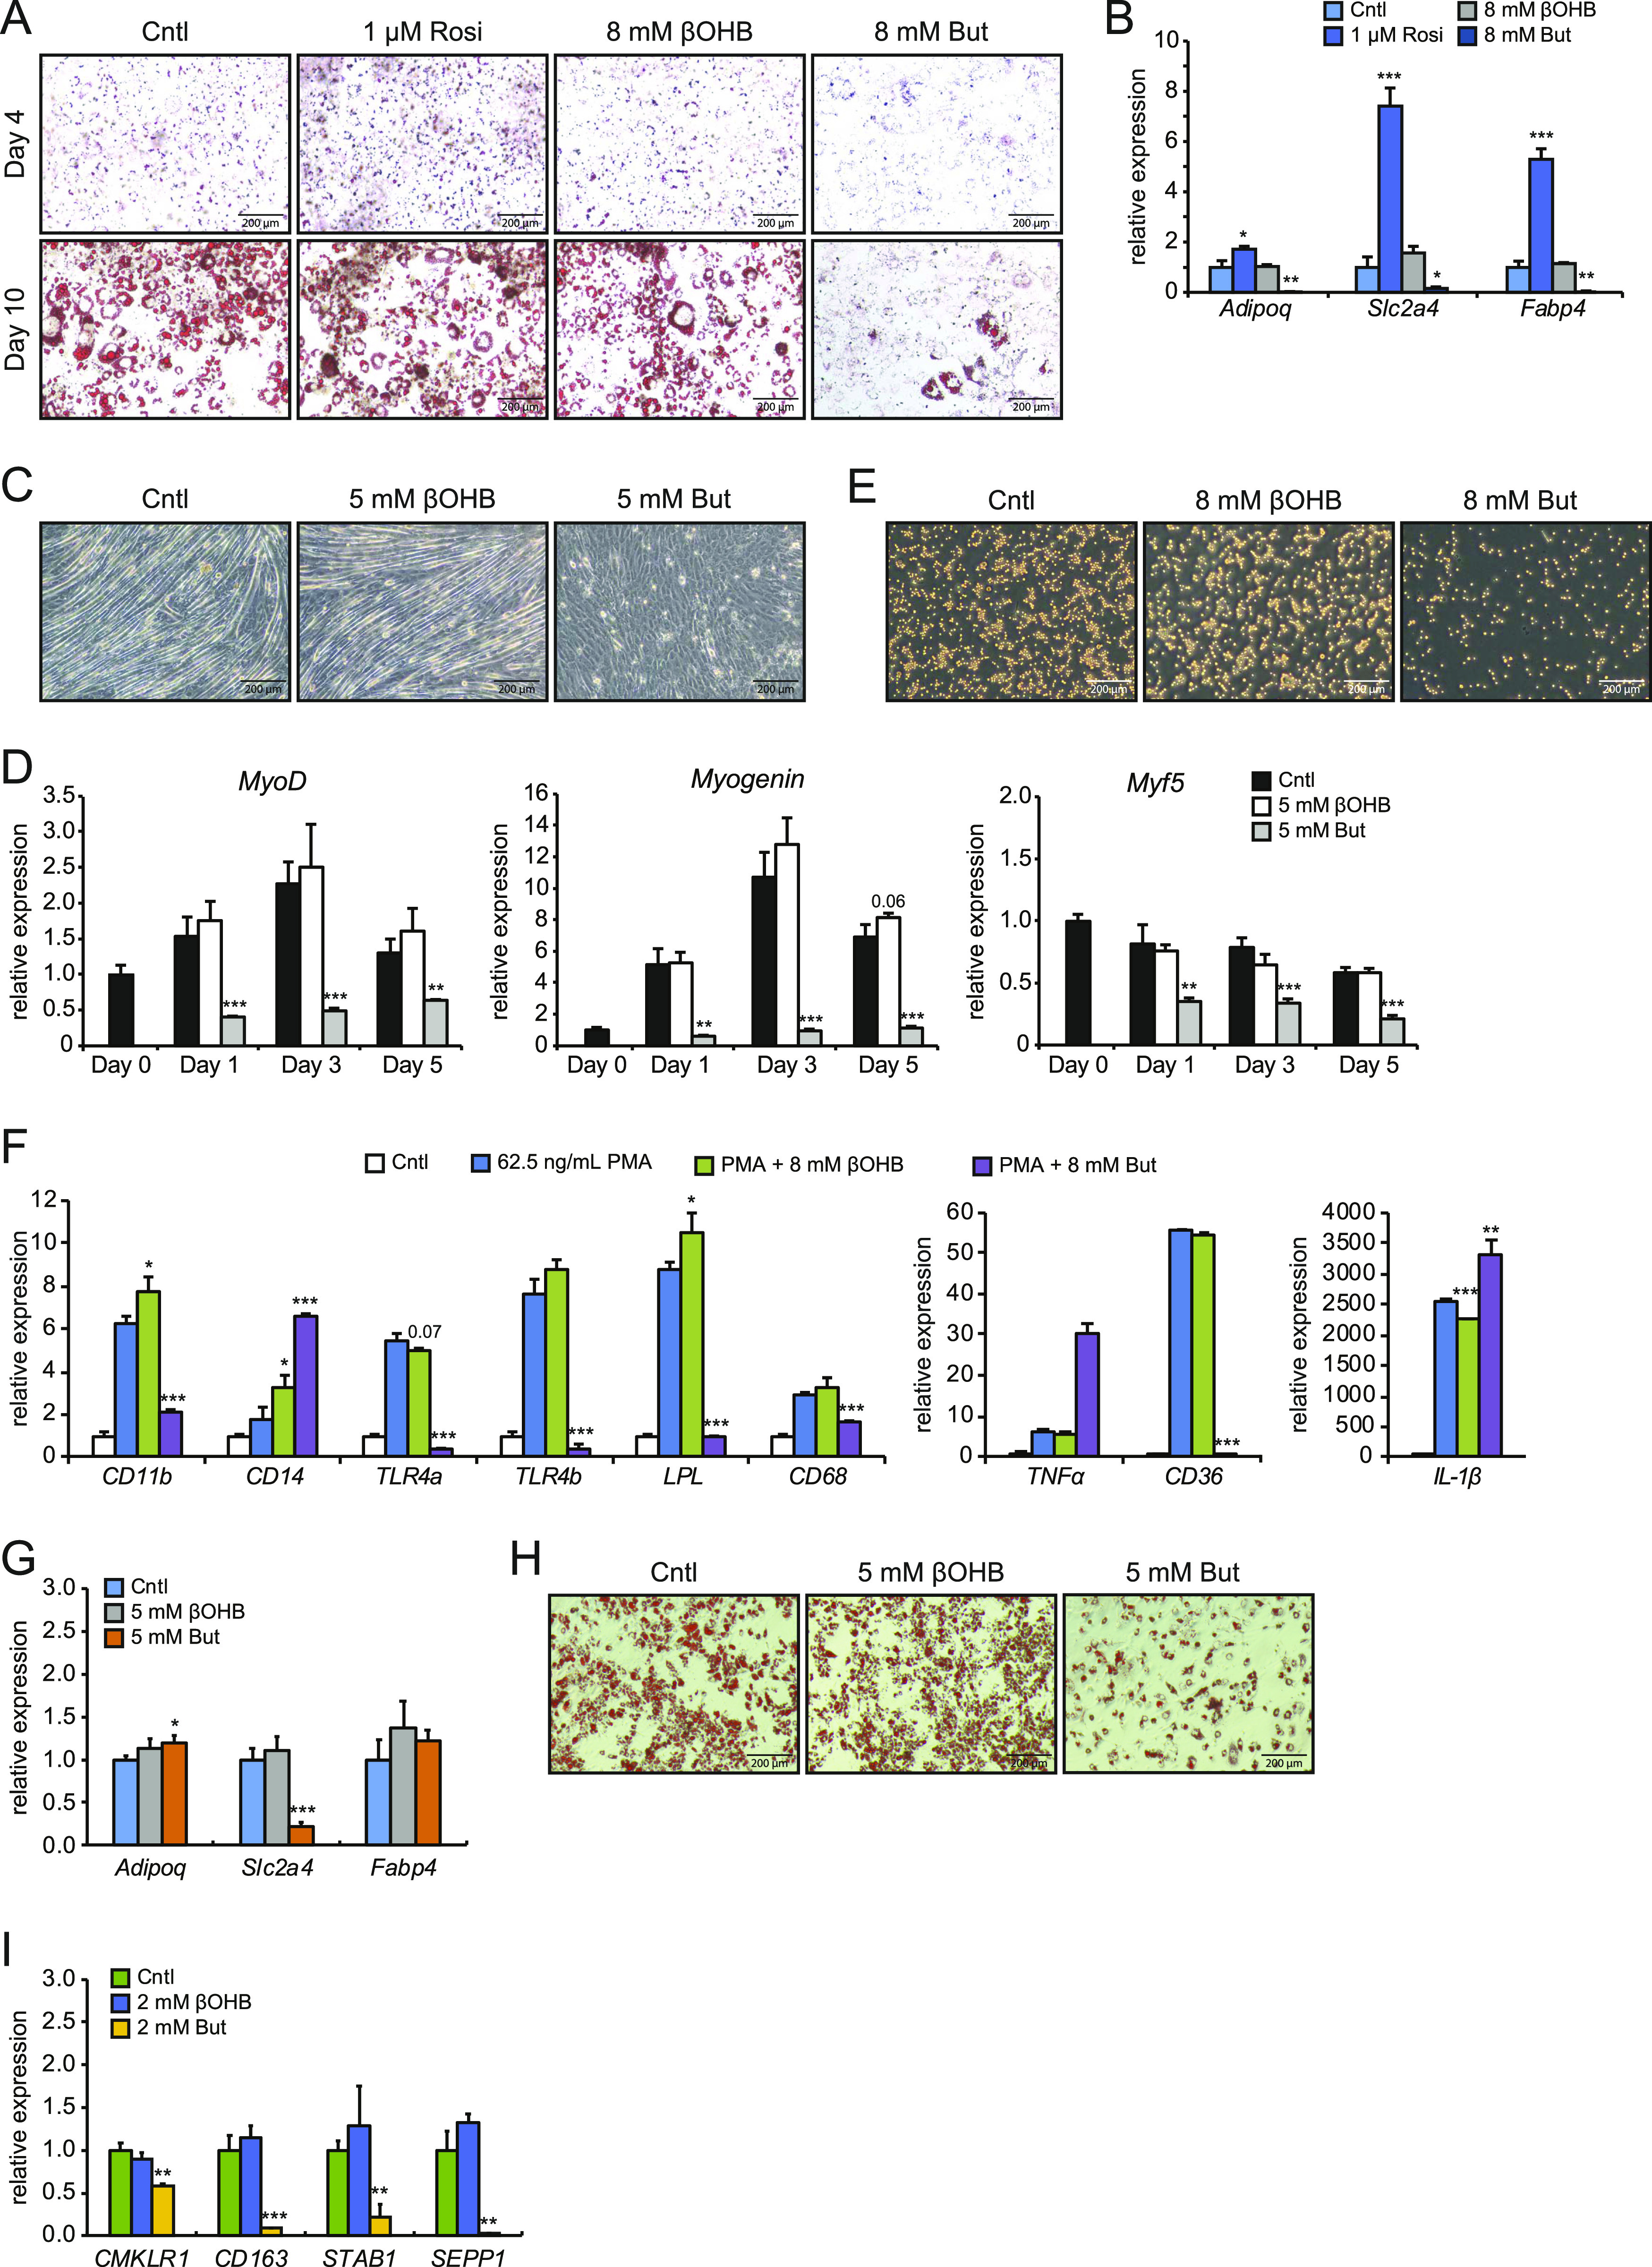
Differential effects of βOHB and butyrate on the differentiation process of adipocytes, myotubes, and macrophages. **(A)** Representative Oil red O staining of 3T3-L1 adipocytes at Day 4 of the standard differentiation protocol in the presence of either 1 μM Rosi, 8 mM βOHB, or 8 mM butyrate. **(B)** Corresponding expression profile of differentiation markers and PPARγ targets determined by RT-qPCR at Day 4 using the mild differentiation protocol. **(C)** Representative microscopic pictures of C2C12 myotube formation after 5 d of differentiation in the presence of 5 mM βOHB or 5 mM butyrate. **(D)** Corresponding expression profile of myocyte differentiation markers *MyoD*, *Myogenin*, and *Myf5* after differentiation. **(E)** Representative pictures of THP-1 cells differentiated for 24 h in 62.5 ng/ml PMA in presence of either 8 mM βOHB or 8 mM butyrate. **(F)** Corresponding expression profile of THP-1 differentiation markers. **(G)** Representative Oil red O staining of primary adipocytes at Day 7 of the standard differentiation protocol with either 5 mM βOHB or 5 mM butyrate. **(H)** Corresponding expression profile of adipogenesis differentiation markers as determined by RT-qPCR at Day 4 of differentiation. **(I)** Gene expression of differentiation markers for human primary monocytes after 7-d culture in M-CSF with either 2 mM βOHB or 2 mM butyrate. Error bars represent SD. Asterisks indicate significant differences according to *t* test compared with control (of respective day) or PMA treatment (*P < 0.05; **P < 0.01; ***P < 0.001).

Next, we studied myogenesis. Butyrate was previously reported to inhibit myogenesis when present during the differentiation process (32). To assess whether βOHB might influence myogenesis, we differentiated C2C12 myoblasts in the presence of 5 mM βOHB or 5 mM butyrate. In line with previous reports, butyrate inhibited the differentiation of myoblasts towards myotubes (Fig 1C) (32). By contrast, βOHB did not visibly impact myotube formation (Fig 1C). Myogenesis is driven by muscle regulatory factors including *MyoG*, *MyoD*, and *Myf5* (33, 34). Supporting the lack of effect of βOHB on myogenesis, expression levels of all three muscle regulatory factors were similar in βOHB and control-treated C2C12 cells at any time-point during the differentiation process (Fig 1D). This is in clear contrast to the treatment with butyrate, which prevented up-regulation of *MyoG* and *MyoD* and down-regulated *Myf5* at all time points, respectively. We also wondered whether instead of influencing the differentiation process, βOHB might affect the polarization of myotubes to either myosin heavy chain class I (MHCI) or class II (MHCII). Expression of *Myh3*, *Myh7*, and *Myh8*, representing MHCI, was unchanged between βOHB and control-treated myoblasts. Expression of *Myh1*, *Myh2*, and *Myh4*, representing MHCII, was also unchanged between βOHB and control (Fig S1), suggesting that βOHB does not influence the polarization of myotubes.

**Figure S1.**
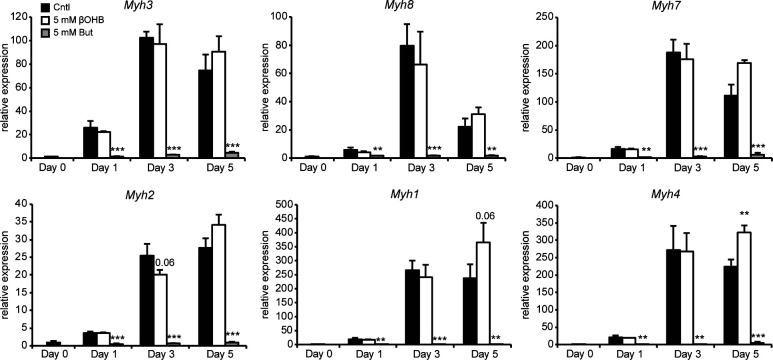
Gene expression of myotube polarization markers for type I and type II muscle fibers. Error bars represent SD. Asterisks indicate significant differences according to *t* test compared with control (of respective day) (*P < 0.05; **P < 0.01; ***P < 0.001).

Furthermore, βOHB and butyrate have been reported to modulate immune cell function and viability (19, 35). Specifically, butyrate demonstrated pro-apoptotic effects on THP-1 in previous studies (36, 37, 38). To assess whether either compound influences the differentiation of a monocytic cell line in vitro, we differentiated THP-1 cells with PMA in the presence of 8 mM βOHB or butyrate. Corroborating reports of pro-apoptotic effects of butyrate on THP-1 cells (36, 37, 38), addition of butyrate during the differentiation process resulted in a clear reduction in the density of monocytes (Fig 1E). In keeping with the lack of effect on myocyte and adipocyte differentiation, βOHB also did not visually impact THP-1 cell differentiation (Fig 1E). PMA-induced differentiation of THP-1 cells is marked by differential expression of several marker genes including *CD11b*, *CD14*, *TNF-*α, and *CD68* (39, 40, 41, 42). Butyrate prevented PMA-mediated induction of *CD11b* and *CD68*, and further increased *TNF-*α, *CD14*, and *IL-1*β expression (Fig 1F). In addition, butyrate markedly suppressed the expression of the pattern recognition receptor *TLR4a* and *TLR4b* and the lipid-associated genes *LPL* and *CD36*. By contrast, gene expression changes by βOHB for most genes were non-significant relative to cells treated with PMA only (Fig 1F). Interestingly, βOHB significantly altered gene expression of *CD11b*, *CD14*, *LPL*, and *IL-1*β, although the magnitude of the effect was modest (Fig 1F). These results suggest that butyrate exerts a strong effect on the differentiation and viability of THP-1 cells. In comparison, the effects of βOHB are small. Last, we wondered whether the effects observed for βOHB and butyrate would also translate to primary cell types. In primary mouse adipocytes differentiated from the stromal vascular fraction (SVF) and human monocytes obtained from buffy coats, we found similar effects as described for the immortalized cell lines. βOHB had negligible effects on the differentiation of primary adipocytes and primary human monocytes and on qRT-PCR readouts of differentiation marker genes (Fig 1G–I). Conversely, butyrate significantly inhibited the differentiation of primary mouse adipocytes and repressed the expression of differentiation marker genes (Fig 1G–I). Higher concentrations of butyrate but not βOHB also reduced cell density of primary human monocytes over time (data not shown), resembling the pro-apoptotic effects in THP-1 monocytes. Together, these results suggest that the differential effects of βOHB and butyrate are conserved in an array of cell types from immortalized and primary sources.

### β-hydroxybutyrate alters gene expression in primary myocytes but not primary adipocytes, macrophages, and hepatocytes

We reasoned that if βOHB has a signaling function, it would likely alter the expression of genes either directly or indirectly. Accordingly, we investigated the ability of βOHB to regulate gene expression in cells that have been suggested to be targeted by βOHB. Specifically, we collected primary mouse adipocytes, primary mouse BMDMs, primary mouse myotubes, and primary mouse hepatocytes and performed RNA sequencing after 6 h treatment with either 5 mM βOHB or 5 mM butyrate. 

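Adipocytes were differentiated from the stromal vascular fraction of mouse inguinal fat, macrophages from bone marrow, and myotubes (called myocytes in the figures) from myoblasts of hindlimb muscle, whereas hepatocytes were isolated by collagenase perfusion of the liver. βOHB is a ketone body made by the liver during fasting, and butyrate is a short-chain fatty acid that inhibits histone deacetylases (HDACs). Each of the 4 cell types received PBS as control or 1 of the compounds for 6 h, which gave 12 groups of 3 libraries and 36 libraries in all. Paired-end reads of 150 bp were assigned by the authors with Salmon 1.2.1 to the GENCODE M25 mouse transcripts and summed per gene with tximport 1.16.1. The deposited table holds the estimated number of reads for 54347 genes in each library, not scaled to library size, and 55.6% of its values above 0 were exactly whole (64.1% within 0.0051 of a whole number). The methods state that the estimates were scaled by transcript length and library size, but so many whole values remain that this scaling is not seen in the table. Total estimated counts ranged from 18366289 to 23221473 per library with a median of 22177562. The median total of the control, βOHB and butyrate groups was 23019221, 22561845 and 20589590 in adipocytes, 22713360, 21150559 and 19785185 in macrophages, 22352064, 22854291 and 22171894 in myocytes and 19084751, 22332906 and 21007860 in hepatocytes. None of the 36 pairs of replicates within a group was a repeat of the same library, since the chi-square of the counts per gene lay between 2.682 and 44.96. The counts were rounded to whole numbers and scaled by edgeR's TMM method. The 15340 genes with a CPM (counts scaled to a common library total) above 1 in at least 6 libraries were tested with edgeR's quasi-likelihood test, with all libraries in 1 model and a mean for each group. The spread between replicates, as edgeR's biological coefficient of variation, was 0.0807 in adipocytes, 0.0462 in macrophages, 0.111 in myocytes and 0.0736 in hepatocytes. A log2 fold change is treated minus control of the same cell type, and the paper's thresholds of P below 0.001 and a false discovery rate (FDR) below 0.05 were used throughout.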

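Transporter levels are given as log2 CPM with a prior count of 2, as the mean ± SD of the 3 control libraries. *Slc16a1* lies on chromosome 3 from 104638668 to 104658462 (GRCm38, GENCODE M21 annotation) and encodes the monocarboxylate transporter Mct1. Its level was 8.12 ± 0.31 in adipocytes, 7.05 ± 0.08 in hepatocytes, 5.71 ± 0.06 in myocytes and 4.76 ± 0.08 in macrophages, which corresponds to 283, 133, 52.5 and 26.9 CPM. *Slc16a7* (chromosome 10 from 125219270 to 125389465, Mct2) was at 5.13 ± 0.01 in macrophages and 4.99 ± 0.13 in hepatocytes, against 1.09 ± 0.42 in adipocytes and 0.09 ± 0.61 in myocytes. *Slc16a6* (chromosome 11 from 109450855 to 109473598, Mct7) was at 4.69 ± 0.17 in hepatocytes, 4.56 ± 0.09 in macrophages, 2.90 ± 0.14 in myocytes and 2.20 ± 0.31 in adipocytes. *Bdh1*, which encodes the enzyme that interconverts βOHB and acetoacetate (chromosome 16 from 31422280 to 31458901), was at 4.74 ± 0.12 in hepatocytes, 2.22 ± 0.10 in macrophages, 0.77 ± 0.14 in myocytes and -0.08 ± 0.50 in adipocytes. Of the 3 transporters, *Slc16a1* thus had the highest CPM in adipocytes, myocytes and hepatocytes, while *Slc16a7* had the highest in macrophages. These differences exceeded the SD between replicates. CPM is not corrected for transcript length, so the order of transcript numbers may differ, above all in macrophages, where the levels were close. Scaling by library totals without TMM moved the levels in hepatocytes most, with 6.83 for *Slc16a1*.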

Importantly, the RNAseq data confirmed that all cell types expressed at least one type of the monocarboxylate transporters *Slc16a1* (*Mct1*), *Slc16a7* (*Mct2*), and *Slc16a6* (*Mct7*), which are responsible for the transport of βOHB and butyrate (19, 43, 44, 45) (Figs 2A and S2A). In line with uptake and utilization, we observed a 50% reduction of βOHB medium levels in primary adipocytes over a 3-d culture period (Fig S2B).

**Figure 2.**
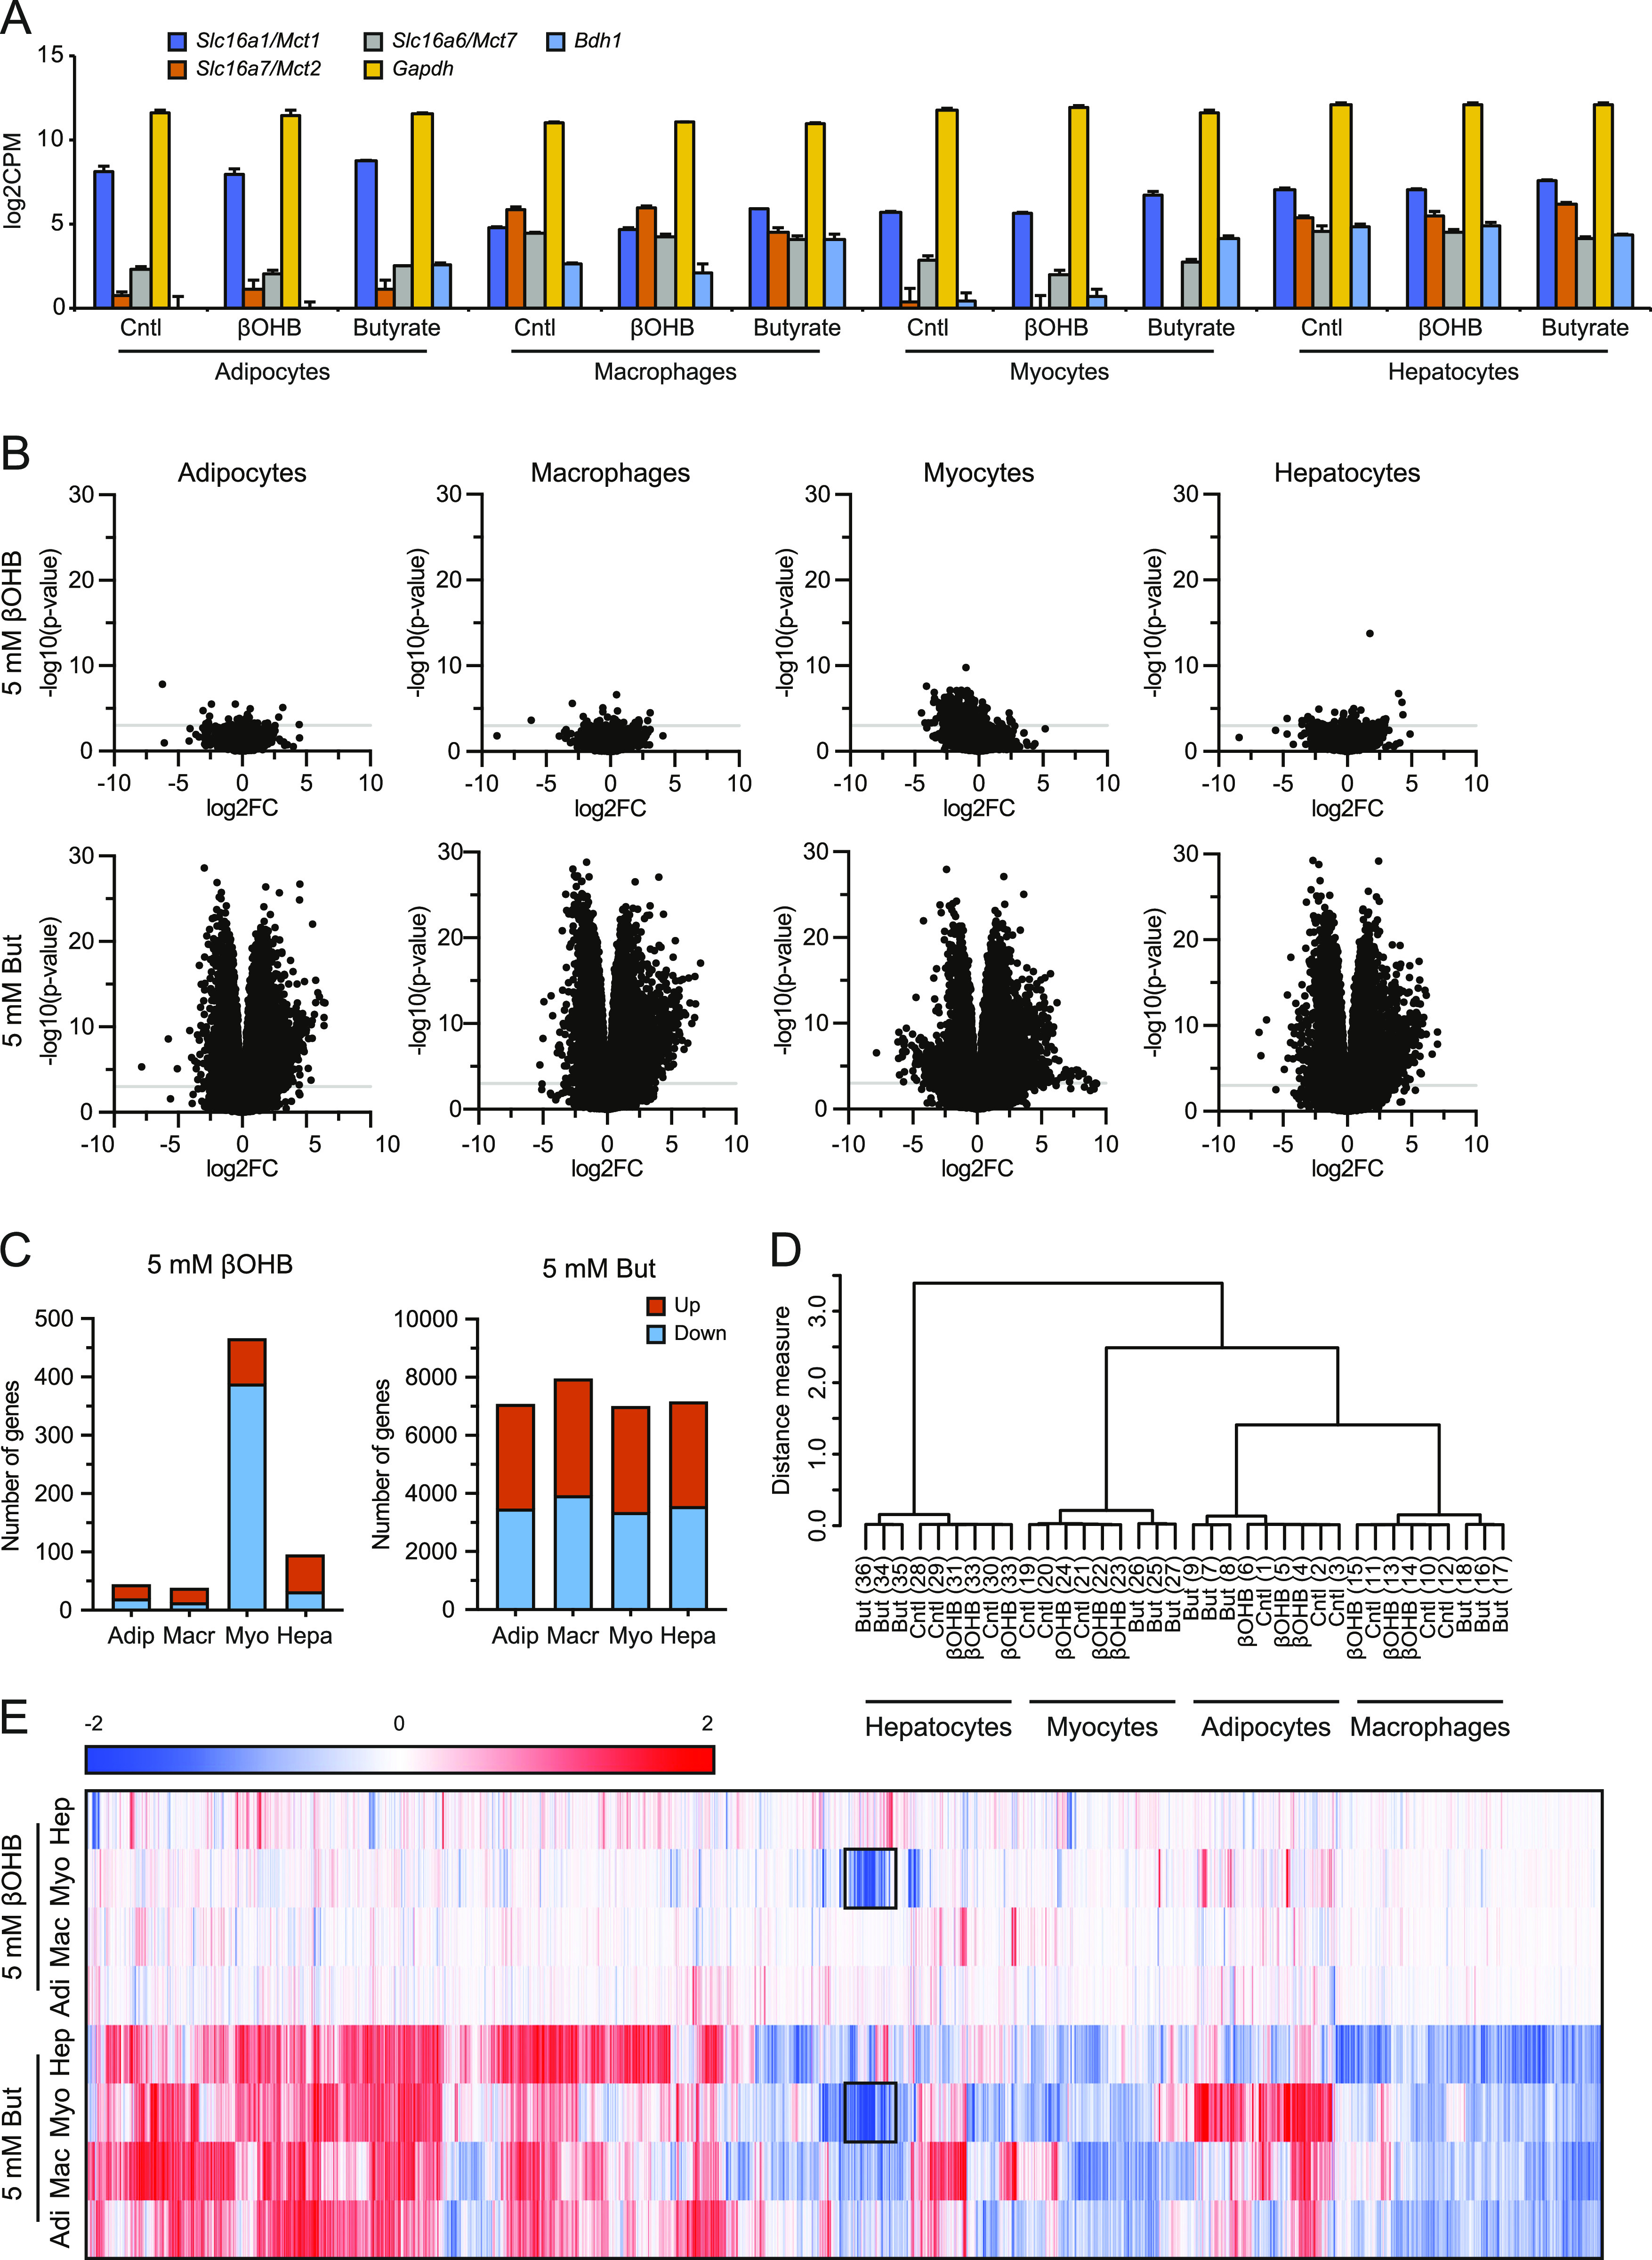
Disparate effects of βOHB and butyrate on gene expression in primary adipocytes, macrophages, myocytes, and hepatocytes. **(A)** Expression levels (log_2_CPM) of *Bdh1* and monocarboxylate transporters *Mct1*, *Mct2*, and *Mct7* in relation to *Gapdh*. **(B)** Volcano plots showing log_2_[fold-change] (x-axis) and the −10log of the raw *P*-value (y-axis) for every cell type treated with βOHB and butyrate. The grey line indicates *P* = 0.001. **(C)** Number of genes significantly (*P* < 0.001) altered by treatment with βOHB and butyrate. **(D)** Hierarchical clustering of βOHB and butyrate-treated samples. **(E)** Hierarchical biclustering of βOHB and butyrate-treated samples visualized in a heat map. Clustered are significant differentially expressed genes based on Pearson correlation with average linkage. Red indicates up-regulated, blue indicates down-regulated. Black rectangle marks genes that appear similarly regulated by βOHB and butyrate in myocytes.

**Figure S2.**
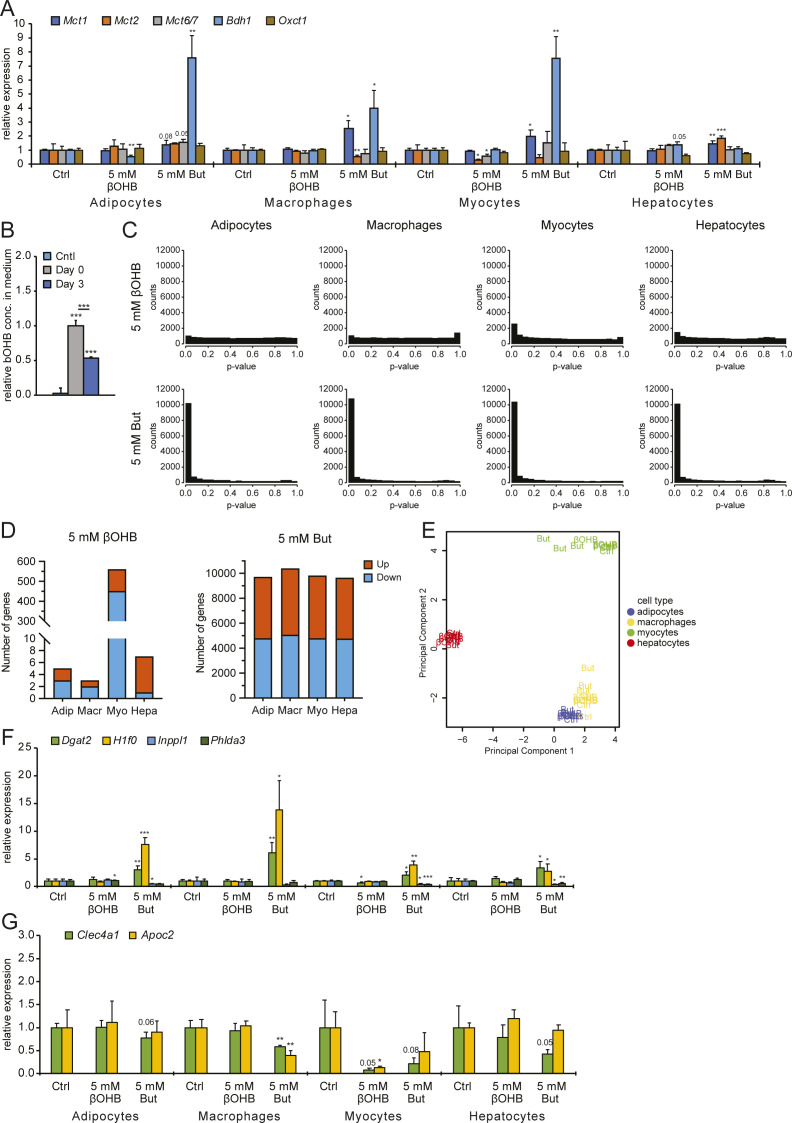
Gene expression effects by βOHB. **(A)** qPCR analysis of expression changes for *Bdh1*, *Oxct1*, and monocarboxylate transporters *Mct1*, *Mct2*, and *Mct7* in relation to *Gapdh*. Compare with Fig 2A. **(B)** Colorimetric analysis of βOHB utilization by primary adipocytes after 3 d in culture. **(C)** Raw *P*-value histograms for butyrate and βOHB-treated cell types. **(D)** Number of genes significantly altered by treatment with βOHB and butyrate (FDR q < 0.05). **(E)** Principle component analysis of βOHB and butyrate-treated samples. **(F)** qPCR analysis of expression changes for *Dgat2*, *H1f0*, *Inppl1*, and *Phlda3* (target genes significantly regulated by butyrate) in relation to *Gapdh*. Compare with Fig 3B. **(G)** qPCR analysis of expression changes for *Clec4a1* and *Apoc2* (target genes significantly down-regulated by βOHB) in relation to *Gapdh*. Compare with Fig 4E and Table S1. Error bars represent SD. Asterisks indicate significant differences according to *t* test compared with control (*P < 0.05; **P < 0.01; ***P < 0.001).

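Among the 15340 genes tested, unadjusted P-values below 0.05 were obtained under butyrate for 64.2% of the genes in adipocytes, 67.6% in macrophages, 68.9% in myocytes and 66.0% in hepatocytes, where unchanged genes would give 5%. P-values between 0 and 0.1 made up 68.9%, 72.0%, 73.7% and 70.5% of all P-values in the same order of cell types. The interval from 0.9 to 1 held 4.22%, 4.49%, 2.39% and 4.75%.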

The cells treated with butyrate showed an anti-conservative *P*-value distribution, suggesting that butyrate has a marked effect on gene expression in all cell types studied. Conversely, cells treated with βOHB showed a uniform or conservative *P*-value distribution (Fig S2C), suggesting that βOHB treatment minimally impacted gene expression. 

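Under βOHB, P-values below 0.05 were obtained for 7.15% of the genes in adipocytes, 2.33% in macrophages, 13.7% in myocytes and 5.51% in hepatocytes. The macrophage distribution leaned towards high P-values, with 5.50% of the genes between 0 and 0.1 and 15.9% between 0.9 and 1. Hepatocytes had 10.5% and 13.2% in these intervals, adipocytes 13.4% and 10.9%, and myocytes 20.8% and 8.94%. The share below 0.05 in myocytes fell to 9.26% when only the 9 myocyte libraries entered the model and to 7.52% with no filter on low counts.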

To study the magnitude of gene regulation by βOHB and butyrate in the various primary cells, we performed volcano plot analysis. 

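The size of the changes can be summarised over all tested genes. The median absolute log2 fold change under βOHB was 0.0895 in adipocytes, 0.0591 in macrophages, 0.101 in myocytes and 0.0842 in hepatocytes. A log2 fold change beyond 1 in either direction was obtained for 484, 602, 895 and 866 genes in the same order, without regard to their P-value.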

Strikingly, the effect of βOHB on gene expression was very limited in all cell types, with only a small number of genes reaching the statistical threshold of *P* < 0.001 (Fig 2B). 

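At P below 0.001, βOHB changed 26 genes in adipocytes, 4 in macrophages, 393 in myocytes and 25 in hepatocytes according to edgeR's quasi-likelihood test, where 15.3 genes would be called by chance among those tested. Testing every gene with a count above 0 moved these numbers to 266, 77, 849 and 126, and with only the libraries of the cell type they were 12, 20, 46 and 11. Single libraries also moved them. Without control replicate 1, the number in adipocytes was 11, and without βOHB replicate 1 it was 99. In macrophages, it was between 0 (without βOHB replicate 2) and 8 (without βOHB replicate 3). In myocytes, it was 209 without control replicate 1, and in hepatocytes it was 145 without βOHB replicate 2 and 13 without βOHB replicate 1. The genes of smallest P whose 3 treated libraries all lay on 1 side of the 3 controls, which chance gives for 10% of genes, were *Srp54b*, *Baiap2* (log2 fold change -0.41) and *Camk2b* (-1.42) among the lowered and *Pknox2* (0.36), *Dlg4* (0.35) and *Sdk1* (0.50) among the raised genes of adipocytes. In hepatocytes, they were *Gm2000* (-1.25), *Rnf34* (-0.25) and *Kin* (-0.33) among the lowered and *Cyp2c29*, *Zfp229* (0.45) and *Gm14295* (0.60) among the raised genes. The 4 genes of macrophages were near the limit of detection or shared reads with other genes. *Gm47204* was at 1.68 CPM in controls and 0 under βOHB, which is at least 36.2-fold lower if the treated group had 3 counts. *Rpl14-ps1*, a processed pseudogene whose reads cannot be told from those of other *Rpl14* copies with certainty, was at 14.0 CPM and 0, a log2 difference of at most -8.24 by the same floor. *Doc2g* went from 0.329 to 0.0645 CPM and *Tmc7* from 0.043 to 0.326 CPM.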

Using this statistical threshold, βOHB significantly altered expression of 44, 38, 466 and 95 genes in adipocytes, macrophages, myocytes and hepatocytes, respectively. Of these genes, 20, 13, 388, and 32 were down-regulated, respectively (Fig 2C). 

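Among the genes called here at P below 0.001, 15 of 26 were lowered in adipocytes (57.7%), 3 of 4 in macrophages, 354 of 393 in myocytes (90.1%) and 12 of 25 in hepatocytes (48.0%). The split in adipocytes depended on the scaling of the libraries. With library totals alone, 40 genes were lowered and 3 raised, and with RLE factors 12 were lowered and 18 raised (40.0%). In hepatocytes, library totals alone gave 14 lowered and 9 raised genes (60.9%). In myocytes, lowered genes prevailed under each of these scalings, with 426 against 8 for library totals alone and 386 against 16 for RLE factors.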

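At an FDR below 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 1 gene in adipocytes, 0 in macrophages and 1 in hepatocytes. The gene in adipocytes was *Srp54b*, on chromosome 12 from 55155104 to 55189573, with 23.3 ± 6.82 CPM in controls and 4.46 ± 2.30 CPM under βOHB (SD, n = 3). Its log2 fold change was -2.36 (SE 0.41) with an adjusted p of 0.049 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its reads can be split with the similar genes *Srp54a* and *Srp54c*, and the summed level of the 3 genes was 195 CPM in controls and 191 CPM under βOHB, so this call is uncertain. The gene in hepatocytes was *Cyp2c29*, on chromosome 19 from 39269405 to 39330713, with 13.2 ± 1.52 CPM in controls and 42.7 ± 8.33 CPM under βOHB, a log2 fold change of 1.69 (SE 0.22) and an adjusted p of 0.0354 by the same test. It belongs to a family of similar genes among which the counting could also split reads. In macrophages, 358 genes had an unadjusted P below 0.05. Limma-voom called 0, 0 and 1 genes in adipocytes, macrophages and hepatocytes, and DESeq2 called 3, 2 and 2. With no filter on low counts, the numbers were 192, 35 and 48. Leaving out 1 library gave 0 to 2 genes in adipocytes and 0 to 1 in macrophages, but 29 in hepatocytes without βOHB replicate 2 and 0 without control replicate 2.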

In adipocytes, macrophages, and hepatocytes, less than 10 genes had a false discovery q-value below 0.05, indicating that most of the significant genes in these cells likely represent false positives. In myocytes, 560 genes had a FDR q-value below 0.05 (Fig S2D). 

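Here, 446 genes in myocytes had an FDR below 0.05, of which 393 were lowered and 53 were raised. The lowered genes had a median log2 fold change of -1.56 and the raised genes one of 0.27. The number was 619 with DESeq2 (549 lowered and 70 raised) and 347 with limma-voom (280 and 67). The raised genes were fewer with library totals alone (473 lowered and 13 raised), RLE factors (410 and 25) and filterByExpr (410 and 18). The number rose to 895 with no filter on low counts and fell to 0 when only the 9 myocyte libraries entered edgeR's model, in which 46 genes had P below 0.001 and 1420 had P below 0.05. Without control replicate 1, 175 genes were called, all of the 169 lowered ones among the 393. Without control replicate 3, the number was 589. Leaving out βOHB replicate 1, βOHB replicate 2 or control replicate 2 gave 240, 203 and 265 lowered genes, of which 235, 200 and 250 were among the 393.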

In stark contrast to the relatively minor effects of βOHB, butyrate had a huge effect on gene expression in all primary cells (Fig 2B). 

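Butyrate changed the level of 3000 genes by more than 1 on the log2 scale in adipocytes, 3802 in macrophages, 3436 in myocytes and 4326 in hepatocytes, which is 19.6%, 24.8%, 22.4% and 28.2% of the genes tested. The median absolute log2 fold changes were 0.422, 0.490, 0.451 and 0.544 in the same order.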

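At P below 0.001, butyrate changed 6990 genes in adipocytes, 7623 in macrophages, 7648 in myocytes and 7561 in hepatocytes, and 48.6%, 51.4%, 49.5% and 51.1% of these were lowered. These shares depended on the scaling. With library totals alone, the median log2 fold change of all genes shifted by 0.202 in macrophages and 0.133 in myocytes, and the lowered share fell to 32.1% in macrophages (5241 raised and 2479 lowered), 36.5% in myocytes (4774 and 2748) and 39.9% in adipocytes. Leaving out 1 library of the comparison gave 6294 to 6427 genes in adipocytes, 6924 to 7021 in macrophages, 6801 to 7281 in myocytes and 6967 to 7086 in hepatocytes. Among the lowered genes with the smallest P-values, *Adrb3* fell from 325 ± 32.1 to 39.5 ± 4.57 CPM in adipocytes (SD, n = 3). *Dusp3* fell from 312 ± 9.45 to 65.5 ± 1.59 CPM in macrophages, *Fst* from 463 ± 52.3 to 24.0 ± 5.58 CPM in myocytes and *Ikbkg* from 221 ± 17.4 to 30.3 ± 0.118 CPM in hepatocytes. Their log2 fold changes were -3.04, -2.25, -4.27 and -2.87. *Zfp503* (-1.78) and *Msl1* (-1.45) followed in adipocytes, *Cpped1* (-1.92) and *Pnpla7* (-2.19) in macrophages, *Eda2r* (-2.36) and *Rrad* (-2.90) in myocytes and *Dusp16* (-2.66) and *Ctbp1* (-2.34) in hepatocytes. Among the raised genes, *H2bc6* changed by 4.48 on the log2 scale in adipocytes, with reads that the counting could split with other histone genes. *Dact3* (4.25) and *Hsdl2* (2.16) in macrophages, *Rhof* (3.07) and *Tgfa* (3.03) in myocytes and *Txndc16* (3.84) and *Slc35e2* (2.24) in hepatocytes were also among the 3 raised genes of smallest P.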

Butyrate significantly changed the expression of 7,068, 7,943, 6,996 and 7,158 genes in adipocytes, macrophages, myocytes and hepatocytes, respectively (*P* < 0.001), of which 50–52% were down-regulated (Fig 2C). The number of differentially expressed genes was similarly high when using a FDR q-value of 0.05 (Fig S2D).

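With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 9359 genes in adipocytes, 9972 in macrophages, 10200 in myocytes and 9737 in hepatocytes had an adjusted p below 0.05 under butyrate. The raised and lowered genes numbered 4717 and 4642 in adipocytes, 4886 and 5086 in macrophages, 5083 and 5117 in myocytes and 4762 and 4975 in hepatocytes. With library totals alone, they were 5406 and 3793, 6685 and 3339, 6271 and 3873, and 5183 and 4474 in the same order.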

To further examine the overall effect of βOHB and butyrate on gene regulation in the various cell types, we performed hierarchical clustering and principle component analysis. Both analyses showed that the samples cluster by cell type first. 

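Clustering was done on log2 CPM of all tested genes with 1 minus Pearson correlation as the distance and average linkage. In each of the 4 cell types, the 9 libraries formed a cluster of their own. The correlation was at most 0.8343 between libraries of different cell types and at least 0.927 between libraries of 1 cell type. In the principal component analysis, the first component held 46.23% of the variance, and the next 3 held 28.39%, 16.55% and 4.516%.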

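Butyrate libraries formed a cluster of their own in 4 of 4 cell types under every distance and gene selection tried, and with any single library left out. The βOHB libraries did so in 0 of 4 cell types. They did in macrophages when only the 1000 genes of largest variance were used, in myocytes with Spearman correlation or without myocyte control replicate 3 or βOHB replicate 3, and in hepatocytes without βOHB replicate 2. Between the control and βOHB libraries, the mean correlation was 0.9926 in adipocytes, 0.9941 in macrophages, 0.9884 in myocytes and 0.9926 in hepatocytes, whereas between control libraries it was 0.9935, 0.9942, 0.9915 and 0.9922. Between control and butyrate libraries, it was 0.9618, 0.9587, 0.9365 and 0.9559.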

Whereas the butyrate-treated samples clustered apart from the control and βOHB samples in each cell type, the control and βOHB samples did not cluster separately from each other (Figs 2D and E and S2E). Collectively, these data indicate that in comparison to butyrate, βOHB minimally impacted gene expression in adipocytes, macrophages, and hepatocytes. By contrast, βOHB had a more pronounced effect on gene expression in myocytes, although still much less than observed for butyrate.

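Within each cell type, the first principal component separated butyrate from the other libraries. It held 73.1% of the variance in adipocytes, 78.3% in macrophages, 70.8% in myocytes and 75.5% in hepatocytes. The mean scores of control, βOHB and butyrate libraries on it were -33.7, -32.5 and 66.2 in adipocytes, -38.6, -37.2 and 75.7 in macrophages and -41.2, -38.6 and 79.8 in hepatocytes.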

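In myocytes, the mean scores on the first component were -43.1 for control, -34.4 for βOHB and 77.5 for butyrate libraries. The difference between cell types was tested gene by gene as the βOHB effect in myocytes minus the mean of the βOHB effects in the other 3 cell types. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 162 genes differed at an FDR below 0.05, 154 of them lower and 8 higher in myocytes, and 157 of the 446 genes called in myocytes were among them (35.2%). Limma-voom gave 75 genes, DESeq2 410 and no filter on low counts 609. Without myocyte control replicate 1, the number was 23, and without control replicate 3 it was 381. For butyrate, 6441 genes differed by the same contrast. From the numbers of changed genes and the clustering, the paper concludes that βOHB had little influence on gene expression in 3 of the cell types and more in myocytes, though less there than butyrate.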

### Significant overlap in gene regulation by butyrate across various cell types

Next, we studied the similarity in gene regulation by butyrate among the different cell types. 

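Across genes, which are not independent replicates, the butyrate log2 fold changes of 2 cell types correlated with a Pearson r of 0.30 to 0.60 and a Spearman rho of 0.44 to 0.62 over the 6 pairs of cell types. Adipocytes and macrophages had the highest r (0.60) and myocytes and hepatocytes the lowest (0.30). The myocyte butyrate libraries also held transcripts of hepatocyte-enriched genes, which may bear on r for the pairs with myocytes. For βOHB, r lay between -0.05 and 0.05. The pairs of cell types share no control libraries.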

Hierarchical biclustering of all significantly regulated genes per condition showed marked similarity in the response to butyrate. Furthermore, Venn diagrams for the butyrate-treated cells revealed that a large fraction of the significantly regulated genes were shared in all cell types, confirming the similarity in gene regulation by butyrate. Indeed, 18% (1,250 genes) of all significantly up-regulated genes were up-regulated in every cell type. Similarly, 15% (1,095 genes) of all significantly down-regulated genes were down-regulated in every cell type (Fig 3A). 

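For each pair of cell types, 4626 to 4918 genes were called at P below 0.001 under butyrate in both. Of these, 94.7% changed in the same direction in adipocytes and macrophages, and 88.2% did in myocytes and hepatocytes, the lowest share of the 6 pairs. At the same threshold, 1412 genes were raised in at least 1 cell type and lowered in another.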

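Here, 6703 genes were raised by butyrate at P below 0.001 in at least 1 cell type, and 1303 of them (19.4%) were raised in all 4. If the 4 lists were independent, 52.8 genes would be shared, so the observed number was 24.7 times that value. A further 1360 genes were raised in 3 cell types, 1533 in 2 and 2507 in only 1. The genes raised in no other cell type numbered 359 in adipocytes, 595 in macrophages, 776 in myocytes and 777 in hepatocytes. Of all genes raised in myocytes at this threshold, 235 were far higher in hepatocyte controls than in adipocyte and macrophage controls. Carry-over of hepatocyte transcripts may account for such genes, and their share of the 776 was not determined. With a single library left out, the number raised in all 4 stayed between 1228 and 1334.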

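Of 7143 genes lowered in at least 1 cell type, 1291 (18.1%) were lowered in all 4, against 53.8 expected for independent lists. Another 1191 were lowered in 3, 1559 in 2 and 3102 in only 1 cell type, among them 448 in adipocytes, 789 in macrophages, 896 in myocytes and 969 in hepatocytes. This number depended on the threshold and the scaling, with 1946 genes at an FDR below 0.05 and 834 with library totals alone.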

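Genes called in all 4 cell types were ranked by the largest of their 4 P-values. The 20 raised genes at the top of this ranking had log2 fold changes of 0.89 to 5.62 (median 1.99), and the median range of a gene between the cell types was 1.40, with *Dact3* the widest (3.65). The 20 lowered genes had log2 fold changes of -3.08 to -0.70 (median -1.44) and a median range of 0.45, with *Dis3l* the widest (1.11). Among genes that the study also measured by qRT-PCR, *Dgat2* (chromosome 7 from 99153658 to 99182719), which encodes an enzyme of triglyceride synthesis, rose from 156 ± 6.52 to 379 ± 15.4 CPM in adipocytes (SD, n = 3). Its log2 fold changes were 1.28, 2.40, 1.11 and 1.47 in adipocytes, macrophages, myocytes and hepatocytes, with adjusted p of 4.96e-15, 1.31e-14, 4.01e-12 and 1.2e-16 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Inppl1* (chromosome 7 from 101822632 to 101838229) was lowered to a like extent in each, with -1.50, -1.55, -1.36 and -1.30 (SE 0.07 in each). *Phlda3* (chromosome 1 from 135766119 to 135769136) fell by 1.65 in adipocytes, 1.63 in myocytes and 1.69 in hepatocytes on the log2 scale, and by 0.48 in macrophages (adjusted p 6.57e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).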

Heat maps of the top 20 most significantly regulated genes by butyrate showed comparable signal log ratios in all four cell types (Fig 3B). qRT-PCR analysis for a few selected genes confirmed regulation by butyrate (Fig S2F). 

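*H1f0*, listed as ENSMUSG00000096210 and located on chromosome 15 from 79028450 to 79030504, encodes a linker histone. Under butyrate, it rose from 102 ± 3.15 to 873 ± 38.4 CPM in adipocytes, from 43.1 ± 2.14 to 649 ± 10.3 CPM in macrophages, from 110 ± 5.64 to 440 ± 23.4 CPM in myocytes and from 115 ± 8.25 to 605 ± 23.1 CPM in hepatocytes (SD, n = 3). The log2 fold changes were 3.10, 3.91, 2.00 and 2.40, with adjusted p of 2.24e-25, 1e-27, 1.2e-20 and 2.82e-23 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *H1f2*, *H1f3* and *H1f4* lie within the histone cluster of chromosome 13 (23738808 to 23740367, 23553262 to 23560686 and 23620629 to 23622558), and the counting could split reads between such similar genes. *H1f2* changed by 2.91, 3.94, 1.76 and 1.69 on the log2 scale, *H1f3* by 5.52, 3.78, 1.95 and 4.89, and *H1f4* by 4.53, 4.98, 2.24 and 3.00. *H1f3* reached only 1.96 CPM in treated hepatocytes. *Hcfc1* (chromosome X from 73942792 to 73966357) fell in all 4 cell types, for example from 135 ± 4.30 to 36.4 ± 1.62 CPM in myocytes, with log2 fold changes of -1.91, -2.15, -1.89 and -2.18. *Phf2* (chromosome 13 from 48801750 to 48871119) changed by -1.53, -1.03, -1.41 and -1.33, and *Anp32b* (chromosome 4 from 46450902 to 46472657) by -1.34, -1.19, -0.99 and -1.69. The H1 genes rose less in myocytes than in the mean of the other cell types, which was tested for each gene and holds for all 4 of them.

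**Figure D1:**
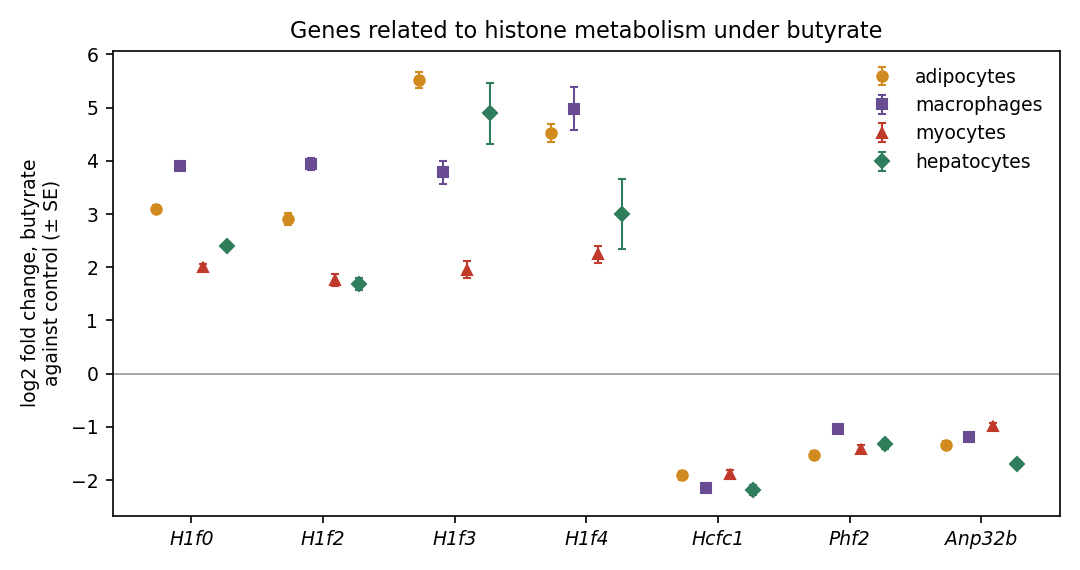
Log2 fold change under butyrate against control (y axis) of 7 genes related to histone metabolism (x axis), with the SE as error bar and 1 symbol per cell type, each from 3 treated and 3 control libraries. The 4 linker histone genes lie above 0 and the other 3 genes below 0 in all cell types, from 5.52 for *H1f3* in adipocytes to -2.18 for *Hcfc1* in hepatocytes.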

Interestingly, the heat maps for butyrate lists several genes related to histone metabolism (*H1f0*, *H1f2*, *H1f4*, *H1f3*, *Hcfc1*, *Phf2*, and *Anp32b*).

**Figure 3.**
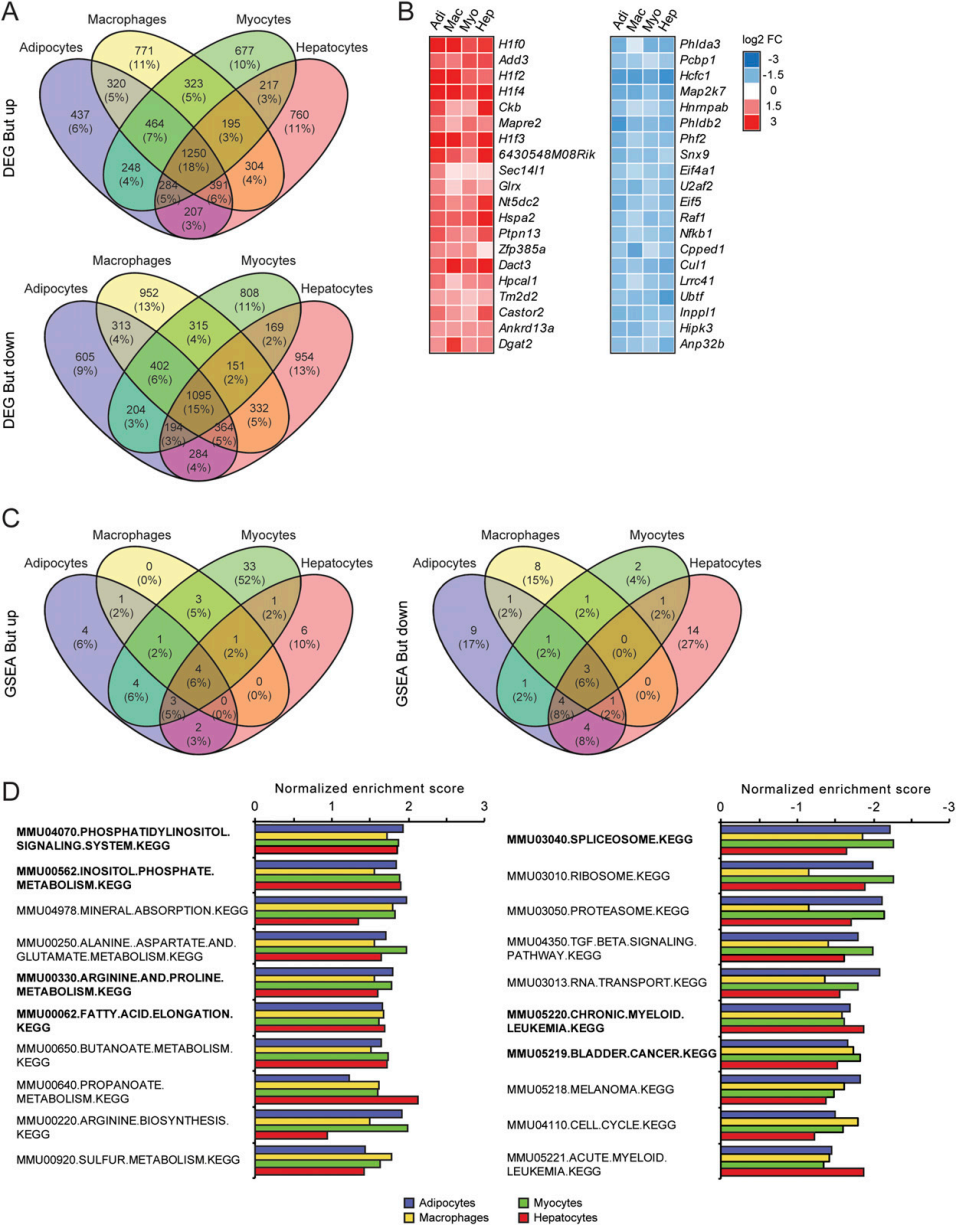
Consistency of gene expression changes elicited by butyrate. **(A)** Venn diagrams showing overlap in significantly regulated genes by butyrate between cell types (*P* < 0.001), separated into up- and down-regulated genes. **(B)** Heat maps showing genes that are significantly up- or down-regulated by butyrate in all four cell types (*P* < 0.001). Genes are sorted by statistical significance. **(C, D)** Top 10 up- and down-regulated gene sets in βOHB (C) and butyrate-treated cells (D). Gene sets were determined by gene set enrichment analysis based on t-values and are ranked according to averaged normalized enrichment score. Pathways in bold are significantly enriched in all four cell types.

To examine the similarity in gene regulation by butyrate across the different cell types at the level of pathways, we performed gene set enrichment analysis (GSEA) using the top 100 up- and down-regulated genes according to the T-statistic. The overlap in significantly regulated pathways (FDR q < 0.1) are shown in a Venn diagram, revealing a high overlap for butyrate-induced and repressed pathways among the four cell types. 20 out of 61 pathways were induced in at least two cell types, while the four pathways (“phosphatidylinositol-signaling-system” “inositol-phosphate-metabolism” “arginine-and-proline-metabolism,” and “fatty-acid-elongation”) were induced in all four cell types (Fig 3C). 

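Gene sets were tested with pre-ranked enrichment (fgsea, 10000 permutations of genes) on the signed test statistic. KEGG sets were not used here, and the 709 Reactome sets with 15 to 500 tested genes took their place. At an FDR below 0.1, butyrate raised 36 sets in adipocytes, 13 in macrophages, 73 in myocytes and 17 in hepatocytes. Of the 102 sets raised in any cell type, 27 were raised in at least 2 and 1, "Inositol phosphate metabolism", in all 4. Raised only in myocytes were 48 sets. These numbers depended on the set test. Camera with its inter-gene correlation estimated from the data gave 0 raised or lowered sets for butyrate in each cell type, and the rotation test fry gave 549 to 581.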

Interestingly, 33 pathways were exclusively induced by butyrate in myocytes (Fig 3C). Conversely, 19 of 52 pathways were repressed in at least two cell types, whereas the three pathways (“spliceosome,” “chronic-myeloid-leukemia” and “bladder-cancer”) were repressed in all four cell types (Fig 3C). 

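Butyrate lowered 128 Reactome sets in adipocytes, 72 in macrophages, 131 in myocytes and 112 in hepatocytes. Of the 194 sets lowered in any cell type, 137 were lowered in at least 2 and 33 in all 4, while 15 were lowered only in myocytes. The strongest negative enrichment was found for mRNA splicing in adipocytes (normalized enrichment score -2.43), for sister chromatid cohesion in macrophages (-2.15), for acetylation of histones by histone acetyltransferases in myocytes (-2.56) and for the pool of free ribosomal subunits in hepatocytes (-2.24).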

Plotting the top 10 induced and repressed pathways by average normalized enrichment scores corroborates the consistent regulation of pathways by butyrate among the various cell types (Fig 3D). Collectively, these analyses indicate considerable overlap in the effect of butyrate on gene expression in all cell types at the gene and pathway level.

### Significant effect of βOHB on gene regulation in primary myocytes

Given the minimal number of genes altered by βOHB in adipocytes, macrophages, and hepatocytes, most likely representing false positives, we did not further perform any analyses for these cell types. Instead, we focused our attention on the effects of βOHB on gene regulation in myocytes. Having noted a region of overlap between βOHB and butyrate (Fig 2E; black rectangles), we first investigated the similarity in gene regulation between both compounds in myocytes. 

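All overlaps compare the same 3 control libraries with both treated groups of myocytes, so a gene that is high by chance in the controls counts as lowered by both. Of the 393 genes lowered by βOHB at an FDR below 0.05 here, 296 were lowered by butyrate at that threshold. This is 75.3% (Wilson 95% confidence interval 70.8% to 79.3%, counting error only), against 33.4% of all tested genes (one-sided Fisher's exact test, p = 1.29e-66). In 20 simulations, controls and an unchanged βOHB group were both drawn around the means of the control libraries. There, butyrate lowered 48.0% of the 393 most lowered genes on average (42.2% to 54.2%). Here and in the simulations below, each gene was drawn independently. Shifts shared by many genes of the real controls are thus left out, and the simulations cannot exclude them as a cause. In a test chosen after the data were seen, genes were ranked by the βOHB difference against 1 part of the control libraries, and butyrate was compared with the other part. Butyrate values were lower for 59.3% to 87% of the 393 genes most lowered by βOHB over all 6 ways, against at most 43.5% to 49.1% in 1000 draws of genes at like levels. Butyrate raised 38 of the 393 genes (9.67%). With 1 library left out, the share was 66.9% to 85.2%.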

Venn diagram analysis revealed that of the 451 genes down-regulated by βOHB according to FDR q < 0.05, 320 genes (71%) were also significantly down-regulated by butyrate. Likewise, 50% of the 109 genes up-regulated by βOHB were also up-regulated by butyrate (Fig 4A). 

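Of the 53 genes raised by βOHB in myocytes at an FDR below 0.05 here, butyrate raised 26, which is 49.1% (Wilson 95% confidence interval 36.1% to 62.1%). Butyrate raised 33.1% of all tested genes (one-sided Fisher's exact test, p = 0.0116). The difference was no longer significant with limma-voom (41.8%, Fisher's exact p = 0.0757). Simulated unchanged groups against simulated shared controls gave 38.7% on average, with a range of 24.5% to 50.9%. Butyrate lowered 15 of the 53 genes (28.3%).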

Table S1 shows a list of genes regulated by βOHB according to FDR *P* < 0.001. qRT-PCR analysis for *Clec4a1* and *Apoc2* confirmed their down-regulation by βOHB (Fig S2G).

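*Clec4a1* encodes a C-type lectin receptor and lies on chromosome 6 from 122921848 to 122934619. It was close to the limit of detection in myocytes, with 26, 20 and 9 counts in the control libraries and 0, 0 and 4 counts under βOHB, or 0.823 ± 0.401 and 0.0591 ± 0.102 CPM (SD, n = 3). Its log2 fold change was -3.65 (SE 0.56, adjusted p = 0.000166 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Apoc2*, which encodes an activator of lipoprotein lipase (chromosome 7 from 19671579 to 19677941), had 20, 18 and 9 counts in control and 0, 0 and 11 counts in βOHB libraries. Its log2 fold change of -2.05 (SE 0.90) was not significant, with an adjusted p of 0.292 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1 βOHB library lay within the range of the controls. In the butyrate libraries, it had 4, 88 and 26 counts, and the log2 fold change of 1.23 against control turned to -0.12 without butyrate replicate 2. The level of *Apoc2* in hepatocyte controls was 284 CPM, and βOHB replicate 3 and the butyrate libraries, above all replicate 2, also held transcripts of hepatocyte-enriched genes, so these counts are uncertain. Of the 560 genes in Table S1, 540 were among the genes tested here, 537 of them with the same sign, and 320 had an FDR below 0.05 here.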

**Figure 4.**
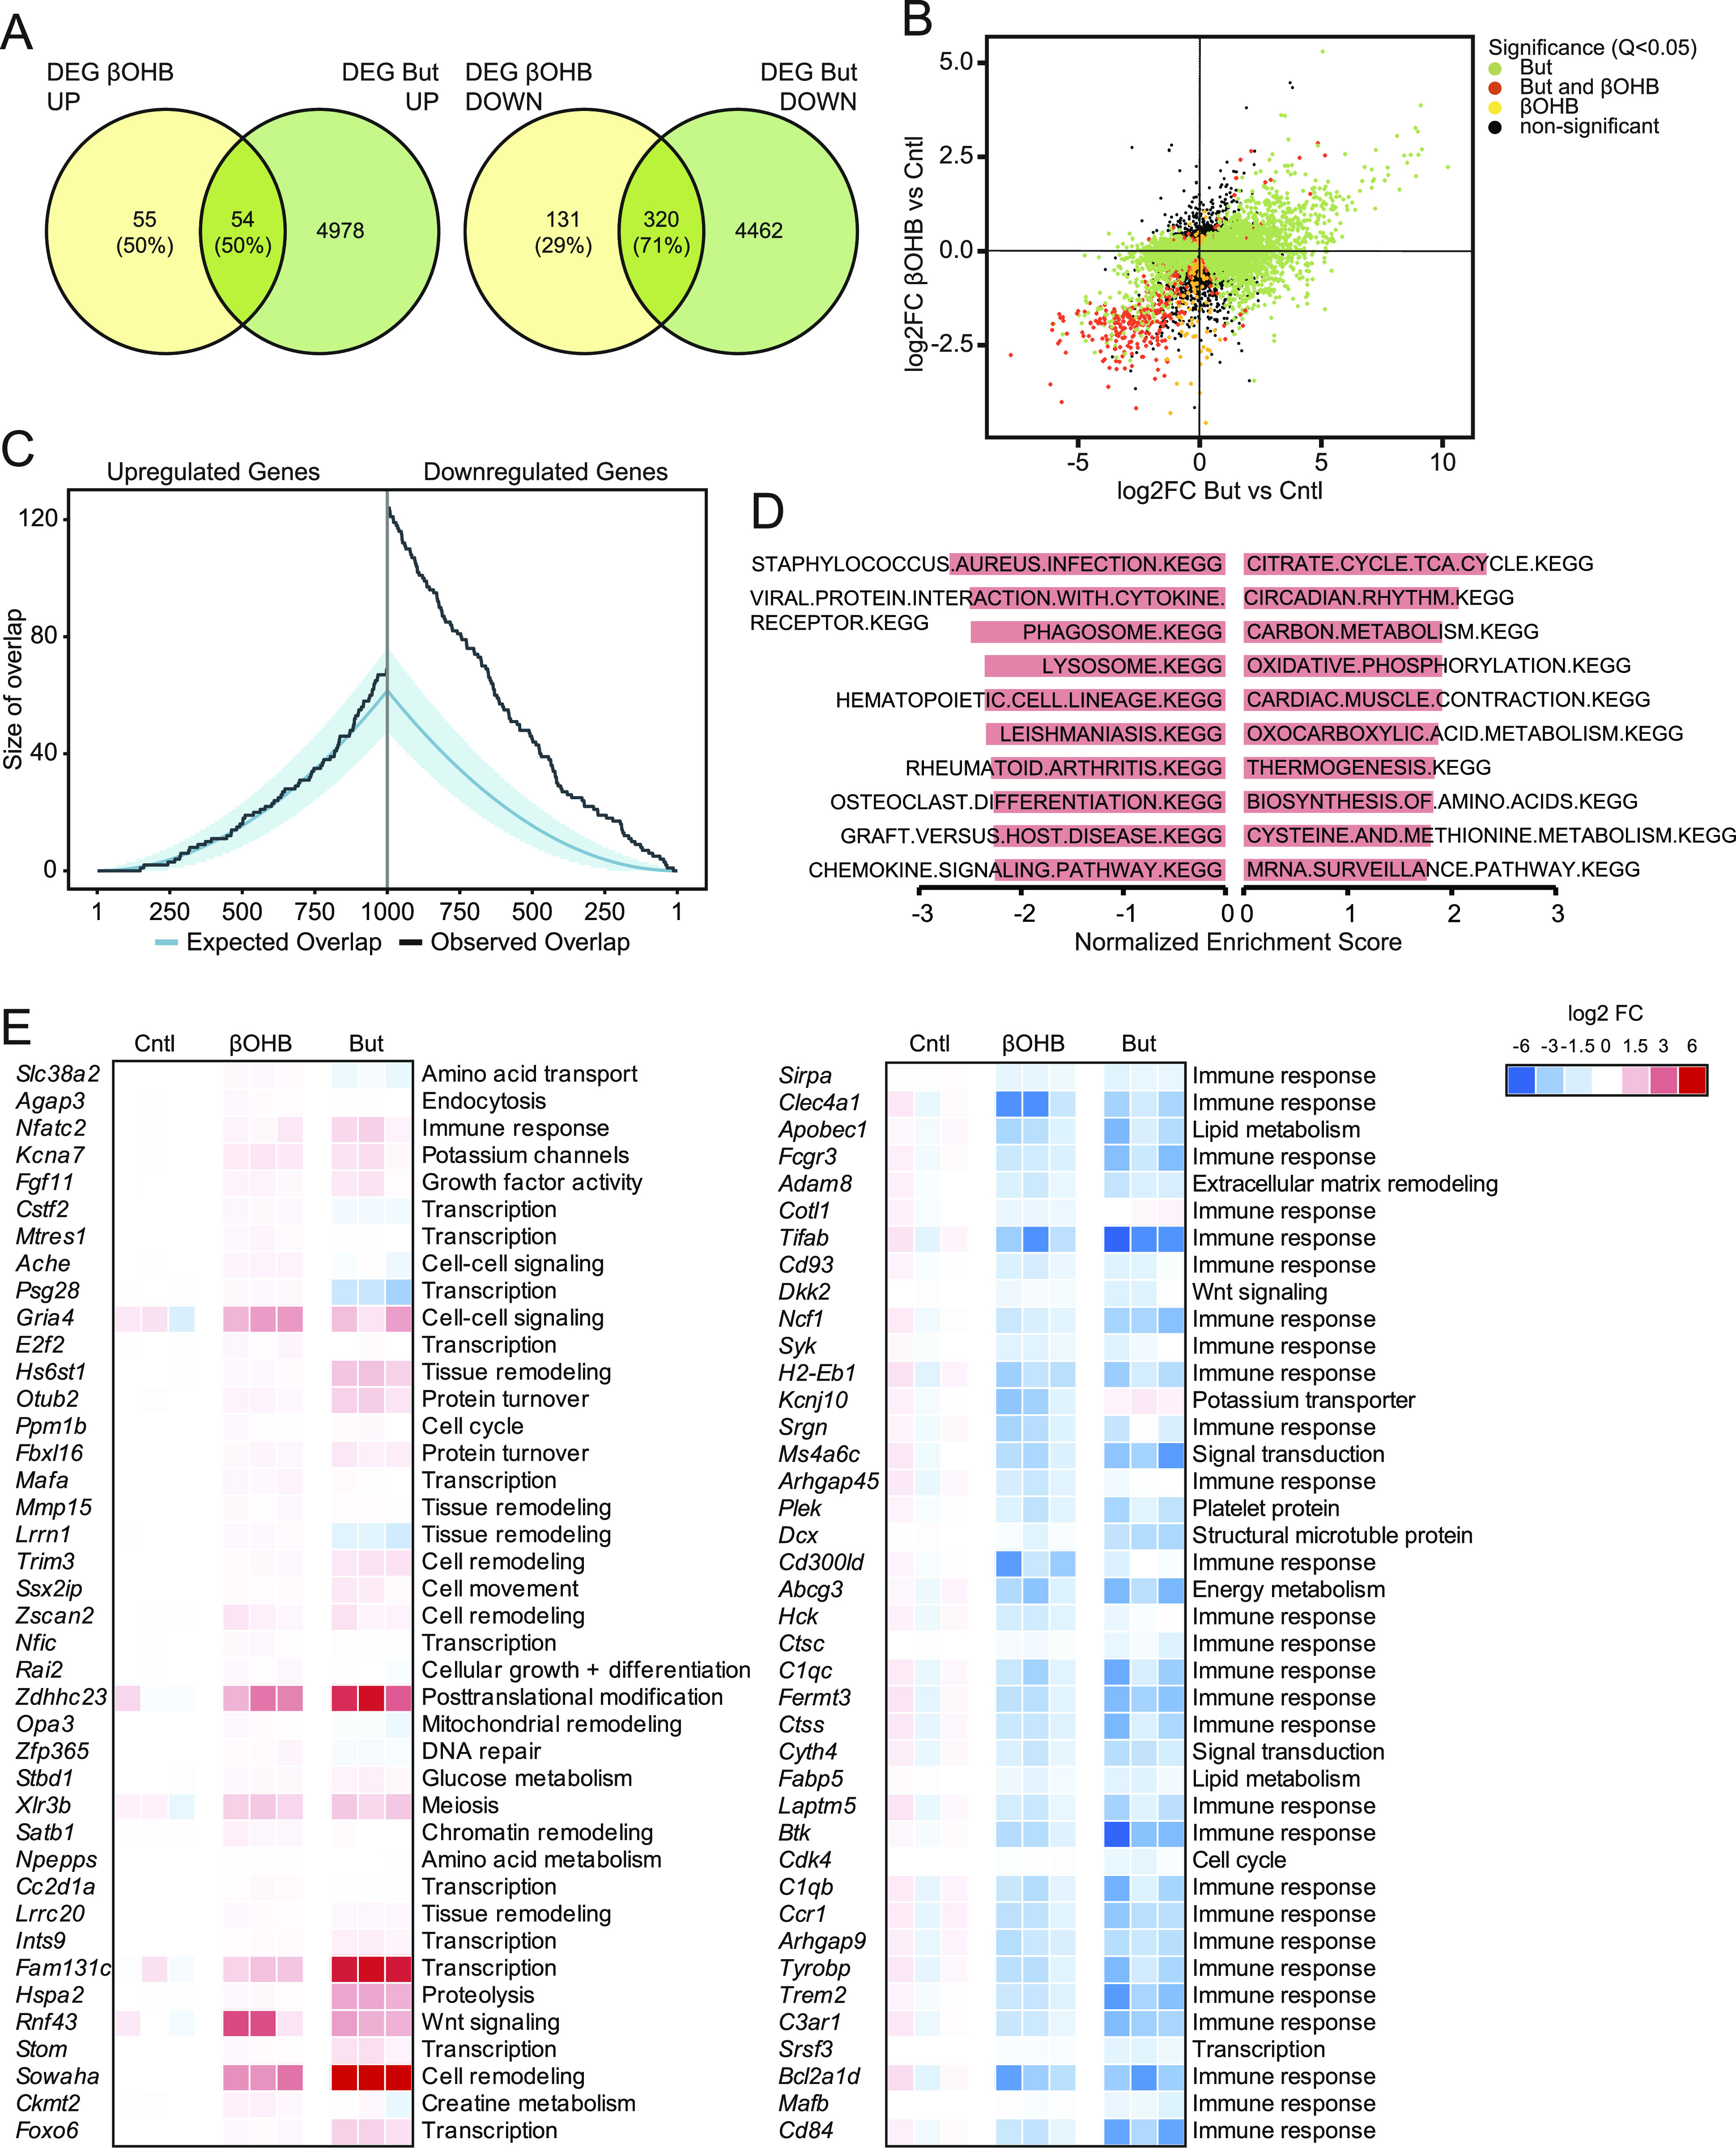
βOHB regulates genes and pathways related to TCA cycle and immunity in primary myocytes. **(A)** Venn diagrams showing overlap of significantly regulated genes by βOHB and butyrate, separated into up- and down-regulated genes (*P* < 0.001). **(B)** Correlation plot of gene regulation by βOHB and butyrate in myocytes. **(C)** Overlap plot depicting the size of the overlap for genes up-regulated (left) or down-regulated (right) by βOHB and butyrate treatment. The size of the overlap for randomly selected gene sets is shown by the blue line (blue shading depicts confidence interval). The observed overlap is shown by the black line. **(D)** Gene sets negatively enriched for βOHB treatment in myocytes according to gene set enrichment analysis. Gene sets are ranked according to Normalized Enrichment Score. **(E)** Heat maps showing top 40 up- and down-regulated genes by βOHB in primary myotubes, alongside butyrate.

Table S1 FDR *P* < 0.001 genes regulated by βOHB treatment in primary myocytes.

To further examine the similarity in gene regulation between βOHB and butyrate, we plotted log_2_Fc values of all genes in a correlation plot. 

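Across the 15340 genes, the log2 fold changes of βOHB and butyrate in myocytes correlated with a Pearson r of 0.509 and a Spearman rho of 0.151. Genes are not independent replicates, and both comparisons use the same control libraries. In simulations with an unchanged βOHB group and the real butyrate means, r was 0.122 on average (0.0713 to 0.158), and with both groups unchanged it was 0.499 (0.456 to 0.525). With different control libraries for the 2 comparisons, r was 0.170 to 0.370 and rho -0.001 to 0.170. Without βOHB replicate 3, r was 0.233, and in a fit without the genes enriched in hepatocytes it was 0.338, an alternative chosen after the data were seen. In the other cell types, r was 0.219 in adipocytes, 0.261 in macrophages and 0.259 in hepatocytes.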

The correlation plot showed considerable overlap in gene regulation between βOHB and butyrate, which was most obvious for the genes down-regulated by the two treatments (Fig 4B). To statistically analyze the overlapping gene regulation, we performed overlap analysis (46, 47). In this analysis, the expected overlap is calculated for any number of top genes (on the x-axis) using a hypergeometric distribution (i.e., overrepresentation analysis). The blue line and shaded blue area cover the expected overlap under the null hypothesis (95% CI), while the black line indicates the observed overlap (Fig 4C). 

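Genes were ranked by the signed test statistic, and the top 1000 lists of βOHB and butyrate in myocytes were compared. Random lists of this length share 65.2 genes on average, with 51 to 80 in 95% of cases. The lists of lowered genes shared 55 genes (exact hypergeometric test, p = 0.924) and the lists of raised genes 133 (p = 6.76e-16). An unchanged simulated βOHB group shared 80 to 122 lowered and 79 to 100 raised genes in 20 simulations with the butyrate list through the shared controls. The number of shared lowered genes rested on the ranking and on single libraries. It was 387 when genes were ranked by log2 fold change, 189 with no filter on low counts, 91 with library totals alone, 146 without control replicate 3 and 90 without butyrate replicate 2. With different control libraries for the 2 comparisons, it was 215 to 390. The lists of raised genes shared 403 genes when ranked by log2 fold change and 257 to 308 with different control libraries.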

Consistent with the Venn diagram and scatter plot, significant overlap was observed between βOHB and butyrate for the down-regulated genes but not for the up-regulated genes. Collectively, this may indicate a similar mode of action for both compounds.

To gain further insight into the pathways regulated by βOHB in myocytes, we performed GSEA and Enrichr analysis, first focusing on the up-regulated pathways. 

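Of the 709 Reactome sets, 40 were raised by βOHB in myocytes at an FDR below 0.1. In adipocytes, macrophages and hepatocytes, where few single genes passed the threshold, 74, 8 and 5 sets were raised, and no set was raised in all 4 cell types. The test permutes genes and takes them as independent of each other. Camera with an inter-gene correlation estimated from the data found 0 sets under βOHB in all 4 cell types, raised or lowered, and fry found 76 in myocytes and 0 in the others, against 148 in myocytes with fgsea.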

Using a statistical threshold of q < 0.1, GSEA yielded 25 gene set that were significantly up-regulated by βOHB in myocytes (Fig 4D and Table S2). 

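Lists of 29 TCA cycle genes and 83 oxidative phosphorylation genes were fixed before the data were examined. Of the TCA cycle genes, 25 were higher under βOHB in myocytes, with a median log2 fold change of 0.14 (bootstrap 95% interval over genes 0.11 to 0.17). This interval does not measure the spread between libraries. Camera with a preset inter-gene correlation of 0.01 gave an FDR of 1.11e-05 over 88 tests of 11 lists in 8 comparisons. No single gene passed an FDR of 0.05 over all genes with edgeR's quasi-likelihood test (smallest adjusted p 0.0697 for *Suclg2*), whereas 12 had an unadjusted P below 0.05 and 7 had an adjusted p below 0.05 when adjusted over the list alone. *Suclg2*, named after its values were seen, had a log2 fold change of 0.18 (SE 0.05), and the median of all tested genes moved from 0.023 to -0.035 when libraries were scaled by their totals alone. Of the oxidative phosphorylation genes, 74 were higher, with a median log2 fold change of 0.12 and an FDR of 3.24e-08. Here, 22 genes had an unadjusted P below 0.05 and none passed when adjusted over the list alone. Under fry, the TCA cycle list stayed significant (FDR 0.0149) and the oxidative phosphorylation list did not (0.14), and with an estimated inter-gene correlation neither did (0.398 and 0.742). In adipocytes, both lists were lower under βOHB, with medians of -0.07 and -0.09 (FDR 0.000562 and 3.72e-10). The difference between myocytes and the other cell types was 0.17 for either list (FDR 7.36e-09 and 9.23e-16 by camera on the interaction).

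**Figure D2:**
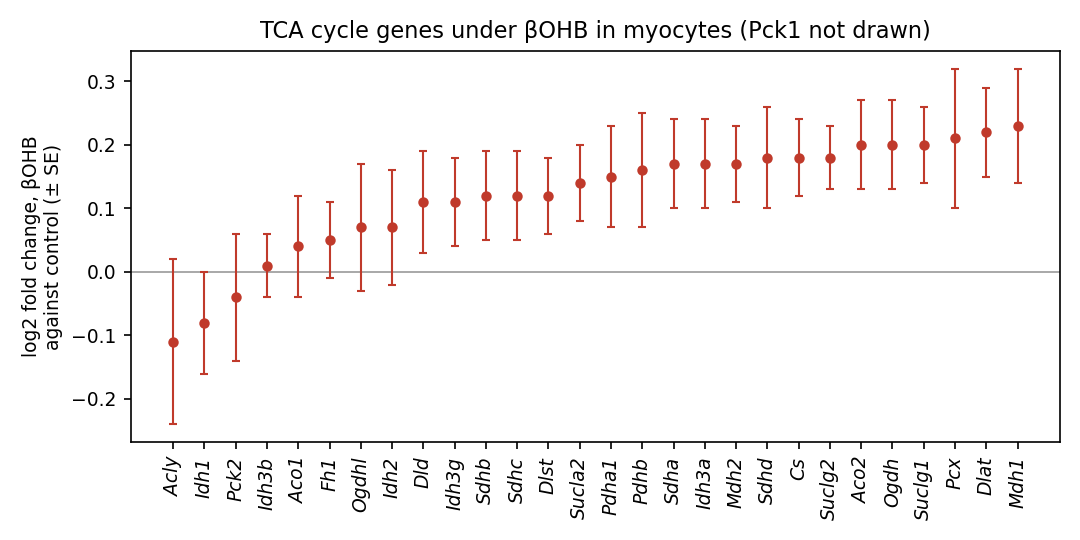
Log2 fold change under βOHB against control in myocytes (y axis) of 28 TCA cycle genes (x axis, in order of fold change), each from 3 treated and 3 control libraries, with the SE as error bar. Of the points, 25 lie above 0, and *Pck1* (0.044 CPM in controls, log2 fold change -0.50 with an SE of 2.38) is not drawn.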

Many of the up-regulated gene sets were related to metabolic pathways, including the TCA cycle, oxidative phosphorylation, and amino acid metabolism. Enrichr analysis (“WikiPathways Mouse”) on the 78 up-regulated genes that met the statistical significance threshold of *P* < 0.001 yielded only one significant pathway (adjusted *P* < 0.05), which was TCA cycle (not shown). 

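The raised genes of smallest P in myocytes whose βOHB libraries all lay above the controls were *Slc38a2*, *Mtres1* and *Srrt*. *Slc38a2*, a neutral amino acid transporter on chromosome 15 from 96687392 to 96699730, rose from 345 ± 20.0 to 435 ± 13.3 CPM (SD, n = 3), a log2 fold change of 0.33 (SE 0.06, adjusted p = 0.00121 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mtres1* (chromosome 10 from 43525133 to 43540994) rose from 24.9 to 31.7 CPM and *Srrt* (chromosome 5 from 137295704 to 137307674) from 47.9 to 60.3 CPM. Among the raised genes at P below 0.001 whose βOHB libraries all lay above the controls, the largest fold changes, of genes named after their values were seen, were found at low levels for *Rhbdl1* (1.84, from 0.298 to 1.08 CPM), *Xlr3b* (1.30, from 0.418 to 1.03 CPM) and *Fam131c* (1.22, from 0.444 to 1.05 CPM).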

The top 40 list of most highly up-regulated genes presents a diverse set of genes involved in cell cycle progression, tissue and cell remodeling as well as gene regulation (Fig 4E).

Table S2 Gene set enrichment analysis positively enriched pathways by βOHB treatment in primary myocytes.

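βOHB lowered 108 of the 709 Reactome sets in myocytes at an FDR below 0.1 with fgsea. It also lowered 158 sets in adipocytes, 125 in macrophages and 30 in hepatocytes, of which the strongest were sets of translation in adipocytes and macrophages and mRNA splicing in hepatocytes. "DNA Replication" was the only set lowered in all 4 cell types. With fry, no set passed in adipocytes, macrophages or hepatocytes, so this rests on fgsea. A separate list of proliferating cell markers did not share a direction. Its median log2 fold change under βOHB was 0.41 in adipocytes, -0.05 in macrophages, -1.04 in myocytes and 0.13 in hepatocytes.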

With respect to down-regulation of gene expression, using a statistical threshold of q < 0.1 for the GSEA analysis, 96 gene sets were significantly down-regulated by βOHB in myocytes (Table S3). Many of the down-regulated pathways were related to immunity and inflammation (Fig 4D). 

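The most negative normalized enrichment scores in myocytes belonged to "Interferon gamma signaling" (-2.47, 73 genes), to immunoregulatory interactions between lymphoid and non-lymphoid cells (-2.38, 37 genes) and to phagocytosis through Fc gamma receptors (-2.37, 70 genes), each with an FDR of 0.0037. The 455 tested genes of "Innate Immune System" had a score of -2.28.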

Enrichr analysis (“WikiPathways Mouse”) confirmed the enrichment of inflammation-related pathways (Fig 5A). 

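The immune genes *Sirpa*, *Clec4a1*, *Fcgr3*, *Cd93*, *Syk*, *Ms4a6c*, *C1qc*, *Btk*, *C1qb* and *Ccr1* were each lowered by βOHB in myocytes at an FDR below 0.05 over all genes with edgeR's quasi-likelihood test. The Discussion names them for their lowering in these libraries. *C1qb*, a subunit of complement C1q (ENSMUSG00000036905, chromosome 4 from 136880129 to 136886187), had 52.6, 47.6 and 17.9 CPM in the 3 control libraries and 8.91, 6.09 and 16.3 CPM in the βOHB libraries, a log2 fold change of -1.91 (SE 0.34, adjusted p = 0.000614 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The control libraries thus differed from each other by more than the lowest control and the highest βOHB library did. The level in myocyte controls was 4.34% of that in the macrophage controls. *Fcgr3* (chromosome 1 from 171051174 to 171064935) fell from 6.56 ± 2.50 to 2.02 ± 0.381 CPM (SD, n = 3) and *Cd93* from 17.4 ± 5.02 to 7.11 ± 1.78 CPM. *Trem2* (chromosome 17 from 48346401 to 48354147), which had the smallest P of all genes, fell from 5.81 ± 1.94 to 1.73 ± 0.578 CPM, with a log2 fold change of -1.74 (SE 0.21, adjusted p = 5.9e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Sirpa* fell by 0.81 on the log2 scale, and its βOHB libraries were not all below the controls. Among the lowered genes at an FDR below 0.05, the largest fold changes, of which *Bcl2a1d* and *Tifab* were named after their values were seen, belonged to *Bcl2a1d* (-3.67, with 23, 15 and 5 counts in controls and 0, 1 and 2 under βOHB), *Clec4a1* and *Tifab* (-3.36, with 82, 65 and 22 against 5, 1 and 10 counts).

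**Figure D3:**
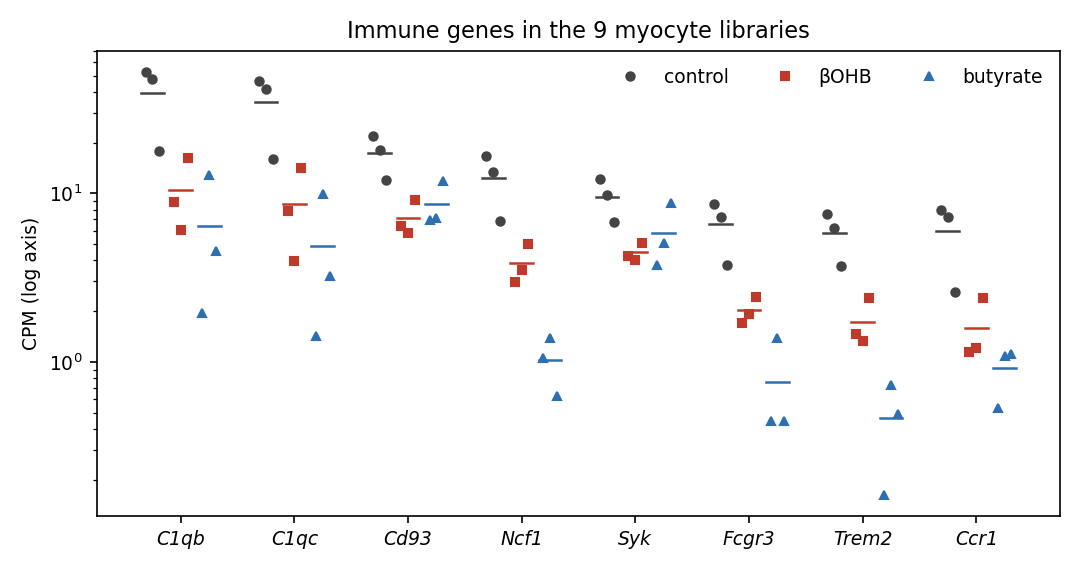
Level in CPM (y axis, log scale) of 8 immune genes (x axis) in the 9 myocyte libraries. Each symbol is 1 library, the horizontal bars are group means, and the 3 symbols of a group stand for replicates 1 to 3 from left to right. For *C1qb*, control replicate 3 (17.9 CPM) lies close to βOHB replicate 3 (16.3 CPM).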

The down-regulation of genes involved in immunity and inflammation was reflected in the top 40 list of most highly down-regulated genes (Fig 4E). The majority of these genes were similarly down-regulated by βOHB and butyrate, suggesting a common mechanism of regulation.

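Under butyrate, *Trem2* was at 0.461 ± 0.284 CPM and *Fcgr3* at 0.757 ± 0.536 CPM in myocytes (SD, n = 3), log2 fold changes of -3.64 and -3.08 with adjusted p of 1.6e-12 and 2.06e-11 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *C1qb* was at 1.95, 12.8 and 4.56 CPM, a log2 fold change of -2.60 (SE 0.35). In macrophages, butyrate also lowered *Ncf1* (-3.28), *Fcgr3* (-0.97) and *Trem2* (-0.90), and *C1qb* was not significantly changed (-0.37, adjusted p = 0.253 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the like lowering of these genes by both compounds, the paper proposes a common mechanism of regulation.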

Table S3 Gene set enrichment analysis negatively enriched pathways by βOHB treatment in primary myocytes.

**Figure 5.**
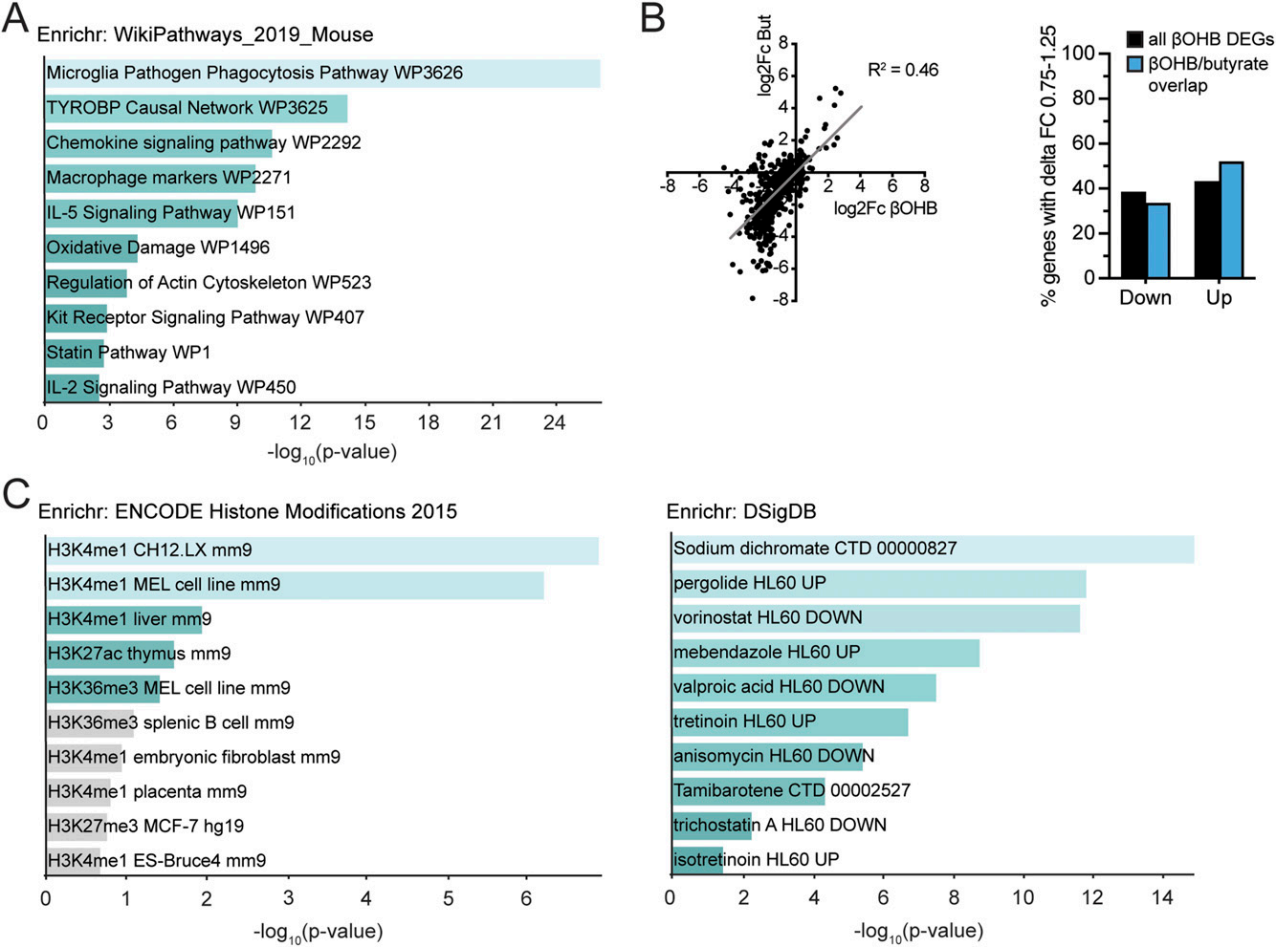
βOHB-DEGs in myocytes are potentially regulated via epigenetic mechanisms. **(A)** Enrichr analysis of βOHB down-regulated genes (*P* < 0.001) according to “WikiPathways 2019 mouse.” **(B)** Quantitation of genes that βOHB or βOHB and butyrate (overlap) regulated more similarly (FC ratio between 0.75× and 1.25×) split into up and down-regulated genes. **(C)** Enrichr analysis of βOHB down-regulated genes (*P* < 0.001) according to “ENCODE Histone modifications” and “DSigDB.” Significance in Enrichr analyses: turquoise colored bars indicate *P* < 0.05.

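Among the 393 genes lowered by βOHB at an FDR below 0.05, the log2 fold changes of βOHB and butyrate correlated with an r of 0.625 (R squared 0.39) across genes, and among the 53 raised genes with an r of 0.904. Without *Alb*, a hepatocyte-enriched gene, the latter was 0.525. The genes were chosen on 1 of these fold changes, and both use the same control libraries. In 20 simulations with both groups unchanged, which like the omission of *Alb* were chosen only after the result was seen, r was 0.421 to 0.688 among the 393 most lowered and 0.369 to 0.873 among the 53 most raised genes, and with an unchanged βOHB group and the real butyrate means it was -0.123 to 0.32 and -0.454 to 0.585. The median butyrate log2 fold change was -1.62 for the lowered genes and 0.14 for the raised genes.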

Last, to substantiate the notion that βOHB and butyrate might affect gene expression via a common mechanism, we plotted log_2_Fc values for all genes significantly down-regulated by βOHB in a correlation plot and determined the number of genes that fell within a fold-change ratio of 0.75× to 1.25×. Approximately 40–50% of all βOHB DEGs and of genes commonly regulated by βOHB and butyrate fell within this artificial cutoff, indicating that a substantial number of genes regulated by βOHB were regulated by butyrate to a similar extent (Fig 5B). 

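With the ratio taken between log2 fold changes, 83 of the 393 genes lowered by βOHB had a butyrate change of 0.75 to 1.25 times the βOHB change, which is 21.1% (Wilson 95% confidence interval 17.4% to 25.4%). Among genes lowered by both compounds, the share was 28.0%. For the raised genes, it was 6 of 53, or 11.3% (interval 5.30% to 22.6%), and 23.1% among genes raised by both. With the ratio taken between linear fold changes, the share of raised genes was 49.1%. With different control libraries for each compound, the share of lowered genes was 5.60% to 35.6%. Without βOHB replicate 2, the share of raised genes was 0, and without control replicate 1 it was 33.3%.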

Enrichr analysis of βOHB-downregulated genes for “Encode Histone modifications” and “DSigDB” showed significant overlap with gene signatures belonging to histone modification experiments and treatments with common HDAC inhibitors, including vorinostat, valproic acid, and trichostatin A (Fig 5C). These data suggest that, in accordance with butyrate’s well-established HDAC inhibitory function (48), βOHB may also regulate target genes via epigenetic mechanisms in primary myocytes.

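To compare βOHB with butyrate without using the myocyte controls on both sides, the genes changed by butyrate at P below 0.001 in each of the other 3 cell types were taken as lists. The 1667 genes raised by butyrate there had a median βOHB log2 fold change of 0.06 in myocytes and were raised as a list (camera, FDR 0.00211), also with fry (0.00141) and fgsea (0.0017) but not with an estimated inter-gene correlation (0.127). The 1614 genes lowered by butyrate there were not lowered by βOHB in myocytes. Their median was 0.03, their mean was -0.00, and camera gave an FDR of 0.403 in the raised direction, while fgsea gave 0.00472 in that direction. Lists made in the same way for the other cell types were slightly lowered by βOHB in adipocytes (median -0.02, camera FDR 0.00979) and hepatocytes (-0.02, 0.00508). In macrophages, such a list was not lowered (0.01, 0.598). From the genes changed alike by both compounds and the overlap of lowered genes with signatures of HDAC inhibitors, the paper proposes that βOHB may act on its target genes in myocytes by epigenetic mechanisms.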

## Discussion

In this work, we studied the potential of β-hydroxybutyrate (βOHB) to influence cellular differentiation and for the first time performed whole genome expression analysis in primary adipocytes, macrophages, myocytes, and hepatocytes comparing βOHB side-by-side with the well-established HDAC inhibitor butyrate. At physiologically relevant plasma concentrations of βOHB as measured after fasting or ketogenic diet, βOHB did not affect the differentiation of 3T3-L1 adipocytes, C2C12 myotubes, THP-1 macrophages, primary mouse adipocytes, and primary human monocytes. Furthermore, acute βOHB treatment minimally influenced gene expression in primary adipocytes, macrophages, and hepatocytes but altered the expression of a substantial number of genes in primary myocytes. The results from βOHB are in stark contrast to the consistent inhibition of differentiation by butyrate in 3T3-L1, C2C12, THP-1, primary mouse adipocytes, and primary human monocytes, and the profound and consistent gene expression changes caused by butyrate in the various primary cells. Together, these data do not support the notion that βOHB serves as a potent signaling molecule regulating gene expression in adipocytes, macrophages, and hepatocytes. The suppressive effect of βOHB in myocytes on the expression of genes involved in immunity merits further study.

Interest in ketones has surged in the recent years. Illustrated by the sheer abundance of reviews and perspective articles on the potential benefits of ketosis, βOHB is considered as a potential mediator of the putative fasting-related health benefits (2, 12, 13, 14, 15, 16, 17, 18, 19, 20, 21, 22, 23). Common to all reviews is the prominent portrayal of βOHB as a potent HDAC inhibitor influencing gene expression, a notion originating from work by Shimazu et al in kidney and HEK293 cells (24). In that study, evidence was presented that βOHB is an endogenous and specific inhibitor of class I histone deacetylases in vitro and in vivo, leading to protection against oxidative stress. However, recent studies have since been unable to confirm a HDAC inhibitory activity for βOHB in various cell types, using butyrate as positive control (27, 28, 29). Irrespective of the precise mechanism, epigenetic alterations ultimately require changes in gene expression to impact homeostasis. In our differentiation experiments, co-incubation with βOHB did not alter expression of key differentiation genes in 3T3-L1, C2C12, and THP-1 cells. The studies in primary mouse adipocytes and human primary monocytes corroborate these findings. Further unbiased assessment of whole genome expression in mouse primary cells revealed minimal effects of βOHB on gene expression in adipocytes, macrophages, and hepatocytes. In fact, we suspect that all genes significantly altered by βOHB in these cells represent false positives. Assuming that βOHB is taken up by hepatocytes, adipocytes, and macrophages, these results contradict the notion that βOHB acts as a general HDAC inhibitor.

An interesting finding of this study was that βOHB had distinct effects on gene expression in primary myotubes. Supporting the use of βOHB in muscle tissue as a substrate for ATP synthesis (49, 50), pathways related to TCA cycle and oxidative phosphorylation were up-regulated by βOHB. In addition, βOHB markedly influenced immunity-related pathways and specifically down-regulated various genes belonging to cytokine and chemokine signal transduction, including *Sirpa*, *Clec4a1*, *Fcgr3*, *Cd93*, *Syk*, *Ms4a6c*, *Hck*, *C1qc*, *Btk*, *C1qb*, and *Ccr1*. Considering that the *Mct* transporter expression profile is similar among the primary cells, it is unclear why βOHB only exerted these effects in myocytes and not, for example, in macrophages. Nevertheless, one could speculate that the down-regulation of immune-related pathways in muscle cells by βOHB may be part of a broader mechanism to suppress immunity during starvation. Indeed, it is well recognized that starvation presents a trade-off between, on the one hand, saving energy to prolong survival and, on the other hand, investing a sufficient amount of energy to maintain immune defenses. It can be hypothesized that βOHB may serve as a signaling molecule that mediates the suppressive effect of starvation on specific immune-related processes (51, 52). Interestingly, although not supported by the results in adipocytes, macrophages, and hepatocytes, Enrichr analysis does hint at an epigenetic mode of action for βOHB in myocytes. Further studies will need to expand on the tissue-specific effects of βOHB and probe the functional significance of above-mentioned findings with in vivo knockout studies.

In contrast to βOHB, the effects of butyrate on gene expression were prominent and displayed consistency between the tested primary cell lines and the differentiation experiments. A significant portion of histone metabolism-related genes were consistently regulated between the various cell types. In addition, the most highly enriched pathways were significantly enriched in most if not all cells. In line with butyrate’s well-established effects on gene expression, pathways relevant to transcriptional activities were significantly enriched. Additional analyses using Enrichr are in support of butyrate’s prominent HDAC inhibitory action. The marked effect of butyrate on adipocyte and myocyte differentiation in 3T3-L1 and C2C12 cells is in line with previous research (31, 32) and may also partly be explained by epigenetic mechanisms (53). It should be noted, however, that the data presented here are not suitable to deduce potential physiological effects of butyrate in vivo. Juxtaposing the supraphysiological concentration of 5 mM used in this study are reports of 1–12 and 14–64 μM butyrate in the peripheral and central blood circulation measured in sudden death victims (54).

The main limitation of our study is the exclusive utilization of in vitro systems. We opted for this approach to allow for the identification of target genes that may be consistently regulated in more than one cell type in a controlled environment. Although novel target genes would have to be replicated in vivo, this approach seemed more reasonable for this purpose than in vivo systems in which it is impossible to study the transcriptional regulation specifically attributable to βOHB. For example, the hepatic response to fasting is shaped by the fatty acid-PPARα axis, which regulates nearly every branch in lipid metabolism and is indispensable for the physiological adaptation to fasting (55, 56). The increase of ketone body levels during fasting occurs concurrently with many other metabolic and hormonal changes, including increased plasma fatty acids, cortisol, and glucagon levels, and decreased plasma insulin and leptin levels.

In conclusion, this work for the first time systematically assesses the potential of the ketone body βOHB to influence gene expression in various primary cell types by RNA sequencing. The lack of genes commonly regulated among the various cell types coupled to generally insignificant effects on gene expression—with the exception of myocytes—contradict the notion that βOHB serves as a powerful and general signaling molecule regulating gene expression during the fasted state in vivo. Instead our data support the idea that βOHB acts as a niche signaling molecule regulating specific pathways in specific tissues such as muscle. Mechanistically, this action may include gene expression changes potentially via epigenetic effects but could also be secondary to oxidation or receptor activation. Collectively, in our view, the data presented here do not support the current portrayal of βOHB in the literature as the do-it-all-substrate during the fasted state and suggest that βOHB’s effects may be much more nuanced and context-specific. Future research is necessary to delineate the role of βOHB including the regulation of gene expression in a tissue/context-specific manner, as for example, in muscle tissue.

## Materials and Methods

### Materials

βOHB was (R)-(–)-3-hydroxybutyric acid sodium salt from Sigma-Aldrich (#298360). Butyrate was Sodium butyrate from Sigma-Aldrich (#303410).

### Differentiation experiments

3T3-L1 fibroblasts were maintained in DMEM supplemented with 10% newborn calf serum and 1% penicillin/streptomycin (P/S) (all Lonza). Experiments were performed in six-well plates. For Oil red O staining, cells were differentiated using the standard protocol. 2 d post-confluence, cells were switched to DMEM supplemented with 10% FBS, 1% P/S, 0.5 mM isobutylmethylxanthine, 1 μM dexamethasone, and 5 μg/ml insulin for 2 d in the presence of either 8 mM βOHB or 8 mM Butyrate. After 2 d, the cells were switched to DMEM supplemented with 10% FBS, 1% P/S, 5 μg/ml insulin, and the tested compounds for another 2 d. Then cells were maintained in normal DMEM medium (2–3 d), in the presence of the tested compounds until Oil red O staining on Day 10. Oil red O staining was performed following standard protocols. For qRT-PCR experiments, the cells were differentiated using the mild protocol, which allows for more sensitive assessment of compounds promoting the differentiation process at Day 4 of differentiation (57). 2 d post-confluence, the cells were switched to DMEM supplemented with 10% FBS, 1% P/S, 0.5 mM isobutylmethylxanthine, 0.5 μM dexamethasone, and 2 μg/ml insulin for 2 d, with the addition of either 1 μM Rosi, 8 mM βOHB, or 8 mM Butyrate. After 2 d, the medium was changed to DMEM supplemented with 10% FBS, 1% P/S, 2 μg/ml insulin, and the tested compounds for another 2 d, before cells were harvested for RNA isolation. Primary adipocytes from SVF (isolation described below) were cultured like 3T3-L1 cells (described hereafter) and βOHB and Butyrate were added at 5 mM. For colorimetric analysis of βOHB utilization by cells, medium was collected on Day 10. βOHB was determined using the β-hydroxybutyrate assay kit from Sigma-Aldrich (#MAK041) following the manufacturer’s protocol.

C2C12 skeletal muscle cells were cultured in DMEM supplemented with 20% FBS (growth medium, GM) and induced to differentiate with DMEM supplemented with 2% horse serum (HS) (differentiation medium, DM) upon reaching confluence in the presence of either 5 mM βOHB or 5 mM Butyrate. DM was renewed every other day. Myotube formation was complete (visually) by Day 5.

THP-1 cells were cultured in RPMI 1640 + heat-inactivated FBS and 1% P/S. Differentiation to macrophages was induced with 62.5 ng/ml phorbol 12-myristate 13-acetate (PMA; Sigma-Aldrich) for 24 h in the presence of either 8 mM βOHB or butyrate.

Human primary monocytes were isolated from buffycoat blood (Sanquin) using the Miltenyi magnet system (CD14 positive selection) and differentiated with 50 ng/ml macrophage colony-stimulating factor (M-CSF) for 7 d. 2 mM butyrate and 2 mM βOHB were supplied to the differentiation medium from Day 0. Cells were collected at Day 7 for qRT-PCR. Cells were cultured in the RPMI medium and supplemented with 10% FCS, 1% P/S, and 1% GlutaMAX (Gibco, Thermo Fisher Scientific).

Microscopic pictures were taken and cells were subsequently frozen for RNA isolation. All cells were cultured at 37°C with 5% CO_2_.

### Isolation and differentiation of stromal vascular fraction

Inguinal white adipose tissue from 3 to 4 WT-C57Bl/6 male mice was collected and placed in DMEM (Lonza) supplemented with 1% Penicillin/Streptomycin (PS) and 1% BSA (Sigma-Aldrich). Material was minced finely with scissors and digested in collagenase-containing medium (DMEM with 3.2 mM CaCl_2_, 1.5 mg/ml collagenase type II (C6885; Sigma-Aldrich), 10% FBS, 0.5% BSA, and 15 mM Hepes) for 1 h at 37°C, with occasional vortexing. Cells were filtered through a 100-μm cell strainer (Falcon). Subsequently, the cell suspension was centrifuged at 500*g* for 10 min and the pellet was resuspended in erythrocyte lysis buffer (155 mM NH_4_Cl, 12 mM NaHCO_3_, and 0.1 mM EDTA). Upon incubation for 2 min at room temperature, the cells were centrifuged at 500*g* for 5 min and the pelleted cells were resuspended in DMEM containing 10% FBS and 1% PS (DMEM/FBS/PS) and plated. Upon confluence, the cells were differentiated according to the protocol as described previously (58, 59). Briefly, confluent SVFs were plated in 1:1 surface ratio, and differentiation was induced 2 d afterwards by switching to a differentiation induction cocktail (DMEM/FBS/PS, 0.5 mM isobutylmethylxanthine, 1 μM dexamethasone, 7 μg/ml insulin, and 1 μM rosiglitazone) for 3 d. Subsequently, cells were maintained in DMEM/FBS/PS, and 7 μg/ml insulin for 3–6 d and switched to DMEM/FBS/PS for 3 d. Average rate of differentiation was at least 80% as determined by eye.

### Isolation and differentiation of bone marrow derived monocytes

Bone marrow cells were isolated from femurs of WT-C57Bl/6 male mice following the standard protocol and differentiated into macrophages (BMDMs) in 6–8 d in DMEM/FBS/PS supplemented with 20% L929-conditioned medium (L929). After 6–8 d, non-adherent cells were removed, and adherent cells were washed and plated in 12-well plates in DMEM/FBS/PS + 10% L929. After 24 h, medium was switched to 2% L929 in DMEM/FBS/PS overnight. Cells were treated the following day.

### Isolation and differentiation of skeletal myocytes

Myoblasts from hindlimb muscle of WT-C57Bl/6 male mice were isolated as previously described (60). In brief, the muscles were excised, washed in 1× PBS, minced thoroughly, and digested using 1.5 ml collagenase digestion buffer (500 U/ml or 4 mg/ml collagenase type II [C6885; Sigma-Aldrich], 1.5 U/ml or 5 mg/ml Dispase II [D4693; Sigma-Aldrich], and 2.5 mM CaCl2 in 1× PBS) at 37°C water bath for 1 h in a 50 ml tube, agitating the tube every 5 min. After digestion, the cell suspension containing small pieces of muscle tissue was diluted in proliferation medium (PM: Ham’s F-10 Nutrient Mix [#31550023; Thermo Fisher Scientific] supplemented with 20% fetal calf serum, 10% HS, 0.5% sterile filtered chicken embryo extract [#092850145; MP Biomedicals], 2.5 ng/ml basic fibroblast growth factor [#PHG0367; Thermo Fisher Scientific], 1% gentamycin, and 1% PS), and the suspension was seeded onto Matrigel-coated (0.9 mg/ml, #354234; Corning) T150 flasks at 20% surface coverage. Cells were grown in 5% CO_2_ incubator at 37°C. Confluence was reached latest after 5 d in culture, upon which cells were trypsinized (0.25% trypsin), filtered with 70-μm filters, centrifuged at 300*g* for 5 min, and then seeded on an uncoated T150 flask for 45 min to get rid of fibroblasts. Subsequently, myoblasts were seeded in PM at 150,000 cells/ml onto Matrigel-coated 12-well plates cells. Upon reaching confluence, differentiation was induced by switching to differentiation medium (DM: Ham’s F-10 Nutrient Mix supplemented with 5% HS and 1% PS). DM was replaced every other day. Myotubes fully differentiated by Day 5 of differentiation in DM. The medium was renewed every other day.

### Isolation and culturing of hepatocytes

Primary hepatocytes were isolated from C57BL/6NHsd male mice via collagenase perfusion as described previously (61, 62, 63, 64). Cells were plated onto collagen (0.9 mg/ml) coated 24-well plates at 200,000 cells/well in Williams E medium (PAN Biotech), substituted with 10% FBS, 100 nM dexamethasone, and penicillin/streptomycin and maintained at 37°C in an atmosphere with 5% CO_2_. After 4 h of attachment, cells were washed with PBS and allowed to rest in dexamethasone-free medium overnight before treatment.

### Treatments for sequencing experiments

Primary cells were treated for 6 h with 5 mM βOHB or Butyrate, with PBS as control. Adipocytes and Macrophages were treated in DMEM/FCS/PS. Myotubes were treated in DM. Hepatocytes were treated in Williams E medium. Cells were washed with PBS once and stored in −80°C until RNA was isolated.

### RNA isolation & RNA sequencing

Total RNA from all cell culture samples was extracted using TRIzol reagent (Thermo Fisher Scientific) and purified using the QIAGEN RNeasy Mini kit (QIAGEN) according to the manufacturer’s instructions. RNA concentration was measured with a NanoDrop 1000 spectrometer and RNA integrity was determined using an Agilent 2100 Bioanalyzer with RNA 6000 microchips (Agilent Technologies). Library construction and RNA sequencing on BGISEQ-500 were conducted at Beijing Genomics Institute (BGI) for pair-end 150 bp runs. At BGI, genomic DNA was removed with two digestions using amplification grade DNAse I (Invitrogen). The RNA was sheared and reverse transcribed using random primers to obtain cDNA, which was used for library construction. The library quality was determined by using Bioanalyzer 2100 (Agilent Technologies). Then, the library was used for sequencing with the sequencing platform BGISEQ-500 (BGI). All the generated raw sequencing reads were filtered, by removing reads with adaptors, reads with more than 10% of unknown bases, and low quality reads. Clean reads were then obtained and stored as FASTQ format.

The RNA-seq reads were used to quantify transcript abundances. To this end the tool *Salmon* (65) (version 1.2.1) was used to map the reads to the GRCm38.p6 mouse genome assembly-based transcriptome sequences as annotated by the GENCODE consortium (release M25) (66). The obtained transcript abundance estimates and lengths were then imported in R using the package *tximport* (version 1.16.1) (67), scaled by average transcript length and library size, and summarized on the gene-level. Such scaling corrects for bias due to correlation across samples and transcript length and has been reported to improve the accuracy of differential gene expression analysis (67). Differential gene expression was determined using the package *limma* (version 3.44.3) (68) using the obtained scaled gene-level counts. Briefly, before statistical analyses, nonspecific filtering of the count table was performed to increase detection power (69), based on the requirement that a gene should have an expression level greater than 20 counts, that is, one count per million reads (cpm) mapped, for at least six libraries across all 36 samples. Differences in library size were adjusted by the trimmed mean of M-values normalization method (70). Counts were then transformed to log-cpm values and associated precision weights, and entered into the *limma* analysis pipeline (71). Differentially expressed genes were identified by using generalized linear models that incorporate empirical Bayes methods to shrink the standard errors towards a common value, thereby improving testing power (68, 72). Genes were defined as significantly changed when *P* < 0.001.

### Biological interpretation of transcriptome data RNA isolation & RNA sequencing

Changes in gene expression were related to biologically meaningful changes using GSEA (73). It is well accepted that GSEA has multiple advantages over analyses performed on the level of individual genes (73, 74, 75). GSEA evaluates gene expression on the level of gene sets that are based on prior biological knowledge, for example, published information about biochemical pathways or signal transduction routes, allowing more reproducible and interpretable analysis of gene expression data. As no gene selection step (fold-change and/or *P*‐value cutoff) is used, GSEA is an unbiased approach. A GSEA score is computed based on all genes in gene set, which boosts the signal-to-noise ratio and allows to detect affected biological processes that are due to only subtle changes in expression of individual genes. This GSEA score called normalized enrichment score can be considered as a proxy for gene set activity. Gene sets were retrieved from the expert-curated KEGG pathway database (76). Only gene sets comprising more than 15 and fewer than 500 genes were taken into account. For each comparison, genes were ranked on their t‐value that was calculated by the moderated *t* test. Statistical significance of GSEA results was determined using 10,000 permutations.

### Quantitative real-time PCR

Reverse transcription was performed using the iScript cDNA Synthesis Kit (Bio-Rad) according to the manufacturer’s protocol using 250 ng RNA for in vitro studies. Quantitative PCR amplifications were carried out on a CFX 384 Bio-Rad thermal cycler (Bio-Rad) using SensiMix PCR reagents (Bioline, GC Biotech). Gene expression values were normalized to one of the housekeeping genes and analyzed using delta ΔΔCt method. Primer sequences of genes are provided in Table S4.

Table S4 Primers for qPCR.

### Animal approval

Animals for primary cell experiments were all housed at the Centre for Small Animals, which is part of the Centralized Facilities for Animal Research at Wageningen University and Research (CARUS) and were approved by the Local Animal Ethics Committee of Wageningen University (AVD104002015236: 2016.W-0093.005, 2016.W-0093.007). Mice were maintained at 21°C, on rodent chow and kept on a regular day–night cycle (lights on from 6:00 am to 6:00 pm).

Some primary cells were obtained in Munich. All animal studies were conducted in accordance with German animal welfare legislation. Male C57BL/6N mice obtained from Charles River laboratories were maintained in a climate-controlled environment with specific pathogen-free conditions with 12-h dark/light cycles in the animal facility of the Helmholtz Centre. Protocols were approved by the Institutional Animal Welfare Officer, and necessary licenses were obtained from the state ethics committee and government of Upper Bavaria (55.2-1-54-2532.0-40-15). Mice were fed ad libitum with regular rodent chow.

### Statistical analyses

Statistical analysis of the transcriptomics data was performed as described in the previous paragraph. Data are presented as mean ± SD. *P*-values < 0.05 were considered statistically significant.

## Data Availability

The RNAseq data from publication have been deposited to the GEO database and assigned the accession number: GSE179023.

## Supplementary Material

Reviewer comments

# Supplementary material for: RNA sequencing reveals niche gene expression effects of beta-hydroxybutyrate in primary myotubes
**Source:** Life Sci Alliance. 2021 Aug 18;4(10):e202101037. doi: 10.26508/lsa.202101037
**Supplement:** Supplementary file 2

**Supplemental table 2: GSEA positively enriched pathways by βOHB treatment in primary myocytes.**

**NAME NES FDR q-val**

MMU00020.CITRATE.CYCLE..TCA.CYCLE..KEGG 2.35 0.000

MMU04710.CIRCADIAN.RHYTHM.KEGG 2.08 0.002

MMU01200.CARBON.METABOLISM.KEGG 1.92 0.012

MMU00190.OXIDATIVE.PHOSPHORYLATION.KEGG 1.91 0.010

MMU04260.CARDIAC.MUSCLE.CONTRACTION.KEGG 1.91 0.009

MMU01210.2.OXOCARBOXYLIC.ACID.METABOLISM.KEGG 1.88 0.010

MMU04714.THERMOGENESIS.KEGG 1.84 0.015

MMU01230.BIOSYNTHESIS.OF.AMINO.ACIDS.KEGG 1.82 0.015

MMU00270.CYSTEINE.AND.METHIONINE.METABOLISM.KEGG 1.81 0.016

MMU03015.MRNA.SURVEILLANCE.PATHWAY.KEGG 1.77 0.020

MMU00051.FRUCTOSE.AND.MANNOSE.METABOLISM.KEGG 1.74 0.023

MMU04152.AMPK.SIGNALING.PATHWAY.KEGG 1.73 0.022

MMU05012.PARKINSON.DISEASE.KEGG 1.71 0.025

MMU04922.GLUCAGON.SIGNALING.PATHWAY.KEGG 1.68 0.031

MMU00630.GLYOXYLATE.AND.DICARBOXYLATE.METABOLISM.KEGG 1.67 0.032

MMU04932.NON.ALCOHOLIC.FATTY.LIVER.DISEASE..NAFLD..KEGG 1.63 0.041

MMU05016.HUNTINGTON.DISEASE.KEGG 1.57 0.060

MMU00640.PROPANOATE.METABOLISM.KEGG 1.56 0.066

MMU04136.AUTOPHAGY...OTHER.KEGG 1.54 0.068

MMU00010.GLYCOLYSIS...GLUCONEOGENESIS.KEGG 1.50 0.092

MMU05010.ALZHEIMER.DISEASE.KEGG 1.50 0.089

MMU00620.PYRUVATE.METABOLISM.KEGG 1.48 0.090

MMU04120.UBIQUITIN.MEDIATED.PROTEOLYSIS.KEGG 1.48 0.089

MMU00534.GLYCOSAMINOGLYCAN.SYNTHESIS.HEPARAN.SULFATE.KEGG 1.47 0.092

MMU04910.INSULIN.SIGNALING.PATHWAY.KEGG 1.45 0.096

# Supplementary material for: RNA sequencing reveals niche gene expression effects of beta-hydroxybutyrate in primary myotubes
**Source:** Life Sci Alliance. 2021 Aug 18;4(10):e202101037. doi: 10.26508/lsa.202101037
**Supplement:** Supplementary file 3

**Supplemental table 3: GSEA negatively enriched pathways by βOHB treatment in primary myocytes.**

**NAME NES FDR q-val**

MMU05150.STAPHYLOCOCCUS.AUREUS.INFECTION.KEGG -2.70 0.000

MMU04061.VIRAL.PROTEIN.INTERACTION.WITH. CYTOKINE.RECEPTOR.KEGG -2.50 0.000

MMU04145.PHAGOSOME.KEGG -2.49 0.000

MMU04142.LYSOSOME.KEGG -2.35 0.000

MMU04640.HEMATOPOIETIC.CELL.LINEAGE.KEGG -2.35 0.000

MMU05140.LEISHMANIASIS.KEGG -2.34 0.000

MMU05323.RHEUMATOID.ARTHRITIS.KEGG -2.29 0.000

MMU04380.OSTEOCLAST.DIFFERENTIATION.KEGG -2.27 0.000

MMU05332.GRAFT.VERSUS.HOST.DISEASE.KEGG -2.26 0.000

MMU04062.CHEMOKINE.SIGNALING.PATHWAY.KEGG -2.26 0.000

MMU05152.TUBERCULOSIS.KEGG -2.24 0.000

MMU04940.TYPE.I.DIABETES.MELLITUS.KEGG -2.23 0.000

MMU04514.CELL.ADHESION.MOLECULES..CAMS..KEGG -2.22 0.000

MMU04060.CYTOKINE.CYTOKINE.RECEPTOR.INTERACTION.KEGG -2.21 0.000

MMU00531.GLYCOSAMINOGLYCAN.DEGRADATION.KEGG -2.19 0.000

MMU05416.VIRAL.MYOCARDITIS.KEGG -2.17 0.000

MMU04672.INTESTINAL.IMMUNE.NETWORK.FOR.IGA.PRODUCTION.KEGG -2.16 0.000

MMU05330.ALLOGRAFT.REJECTION.KEGG -2.16 0.000

MMU04666.FC.GAMMA.R.MEDIATED.PHAGOCYTOSIS.KEGG -2.15 0.000

MMU05133.PERTUSSIS.KEGG -2.14 0.000

MMU04670.LEUKOCYTE.TRANSENDOTHELIAL.MIGRATION.KEGG -2.14 0.000

MMU05320.AUTOIMMUNE.THYROID.DISEASE.KEGG -2.14 0.000

MMU04612.ANTIGEN.PROCESSING.AND.PRESENTATION.KEGG -2.10 0.000

MMU05322.SYSTEMIC.LUPUS.ERYTHEMATOSUS.KEGG -2.07 0.000

MMU05310.ASTHMA.KEGG -2.02 0.000

MMU04650.NATURAL.KILLER.CELL.MEDIATED.CYTOTOXICITY.KEGG -1.99 0.000

MMU05321.INFLAMMATORY.BOWEL.DISEASE..IBD..KEGG -1.95 0.001

MMU04662.B.CELL.RECEPTOR.SIGNALING.PATHWAY.KEGG -1.94 0.001

MMU04064.NF.KAPPA.B.SIGNALING.PATHWAY.KEGG - 1.92 0.001

MMU04611.PLATELET.ACTIVATION.KEGG -1.91 0.001

MMU03030.DNA.REPLICATION.KEGG -1.89 0.002

MMU03010.RIBOSOME.KEGG -1.88 0.002

MMU04210.APOPTOSIS.KEGG -1.87 0.002

MMU00100.STEROID.BIOSYNTHESIS.KEGG -1.87 0.002

MMU05144.MALARIA.KEGG -1.85 0.003

MMU04621.NOD.LIKE.RECEPTOR.SIGNALING.PATHWAY.KEGG -1.82 0.004

MMU05169.EPSTEIN.BARR.VIRUS.INFECTION.KEGG -1.82 0.004

MMU05142.CHAGAS.DISEASE..AMERICAN.TRYPANOSOMIASIS..KEGG -1.81 0.004

MMU05164.INFLUENZA.A.KEGG -1.79 0.006

MMU00511.OTHER.GLYCAN.DEGRADATION.KEGG -1.77 0.006

MMU05202.TRANSCRIPTIONAL.MISREGULATION.IN.CANCER.KEGG -1.75 0.008

MMU05418.FLUID.SHEAR.STRESS.AND.ATHEROSCLEROSIS.KEGG -1.73 0.010

MMU00480.GLUTATHIONE.METABOLISM.KEGG -1.73 0.011

MMU00603.GLYCOSPHINGOLIPID.BIOSYNTHESIS.GLOBO.AND.ISOGLOBO.SERIES.KEGG -1.72 0.011

MMU04115.P53.SIGNALING.PATHWAY.KEGG -1.72 0.011

MMU04110.CELL.CYCLE.KEGG -1.71 0.012

MMU05163.HUMAN.CYTOMEGALOVIRUS.INFECTION.KEGG -1.71 0.012

MMU04625.C.TYPE.LECTIN.RECEPTOR.SIGNALING.PATHWAY.KEGG -1.70 0.013

MMU05170.HUMAN.IMMUNODEFICIENCY.VIRUS.1.INFECTION.KEGG -1.69 0.014

MMU05143.AFRICAN.TRYPANOSOMIASIS.KEGG -1.68 0.015

MMU05167.KAPOSI.SARCOMA.ASSOCIATED.HERPESVIRUS.INFECTION.KEGG -1.67 0.017

MMU05221.ACUTE.MYELOID.LEUKEMIA.KEGG -1.67 0.017

MMU04620.TOLL.LIKE.RECEPTOR.SIGNALING.PATHWAY.KEGG -1.67 0.017

MMU04664.FC.EPSILON.RI.SIGNALING.PATHWAY.KEGG -1.67 0.017

MMU04971.GASTRIC.ACID.SECRETION.KEGG -1.66 0.018

MMU00600.SPHINGOLIPID.METABOLISM.KEGG -1.65 0.019

MMU04810.REGULATION.OF.ACTIN.CYTOSKELETON.KEGG -1.65 0.019

MMU04015.RAP1.SIGNALING.PATHWAY.KEGG -1.65 0.019

MMU05132.SALMONELLA.INFECTION.KEGG -1.64 0.020

MMU03440.HOMOLOGOUS.RECOMBINATION.KEGG -1.64 0.020

MMU05100.BACTERIAL.INVASION.OF.EPITHELIAL.CELLS.KEGG -1.64 0.020

MMU00520.AMINO.SUGAR.AND.NUCLEOTIDE.SUGAR.METABOLISM.KEGG -1.63 0.023

MMU04750.INFLAMMATORY.MEDIATOR.REGULATION.OF.TRP.CHANNELS.KEGG -1.62 0.023

MMU04924.RENIN.SECRETION.KEGG -1.61 0.025

MMU04610.COMPLEMENT.AND.COAGULATION.CASCADES.KEGG -1.59 0.031

MMU03430.MISMATCH.REPAIR.KEGG -1.56 0.040

MMU04740.OLFACTORY.TRANSDUCTION.KEGG -1.55 0.043

MMU04979.CHOLESTEROL.METABOLISM.KEGG -1.55 0.044

MMU00240.PYRIMIDINE.METABOLISM.KEGG -1.55 0.045

MMU04072.PHOSPHOLIPASE.D.SIGNALING.PATHWAY.KEGG -1.54 0.048

MMU00980.METABOLISM.OF.XENOBIOTICS.BY.CYTOCHROME.P450.KEGG -1.53 0.049

MMU05340.PRIMARY.IMMUNODEFICIENCY.KEGG -1.53 0.049

MMU04658.TH1.AND.TH2.CELL.DIFFERENTIATION.KEGG -1.53 0.050

MMU05145.TOXOPLASMOSIS.KEGG -1.53 0.050

MMU04970.SALIVARY.SECRETION.KEGG -1.52 0.050

MMU05166.HUMAN.T.CELL.LEUKEMIA.VIRUS.1.INFECTION.KEGG -1.51 0.056

MMU04933.AGE.RAGE.SIGNALING.PATHWAY.IN.DIABETIC.COMPLICATIONS.KEGG -1.51 0.056

MMU04540.GAP.JUNCTION.KEGG -1.50 0.059

MMU00340.HISTIDINE.METABOLISM.KEGG -1.50 0.059

MMU04071.SPHINGOLIPID.SIGNALING.PATHWAY.KEGG -1.50 0.058

MMU00533.GLYCOSAMINOGLYCAN.BIOSYNTHESIS...KERATAN.SULFATE.KEGG -1.49 0.061

MMU04510.FOCAL.ADHESION.KEGG -1.48 0.068

MMU00590.ARACHIDONIC.ACID.METABOLISM.KEGG -1.48 0.068

MMU05014.AMYOTROPHIC.LATERAL.SCLEROSIS..ALS..KEGG -1.47 0.070

MMU04218.CELLULAR.SENESCENCE.KEGG -1.47 0.071

MMU04914.PROGESTERONE.MEDIATED.OOCYTE.MATURATION.KEGG -1.45 0.081

MMU05200.PATHWAYS.IN.CANCER.KEGG -1.45 0.081

MMU00513.VARIOUS.TYPES.OF.N.GLYCAN.BIOSYNTHESIS.KEGG -1.45 0.083

MMU04973.CARBOHYDRATE.DIGESTION.AND.ABSORPTION.KEGG -1.44 0.085

MMU05146.AMOEBIASIS.KEGG -1.44 0.087

MMU05134.LEGIONELLOSIS.KEGG -1.44 0.086

MMU05135.YERSINIA.INFECTION.KEGG -1.43 0.088

MMU00053.ASCORBATE.AND.ALDARATE.METABOLISM.KEGG -1.43 0.089

MMU05032.MORPHINE.ADDICTION.KEGG -1.43 0.091

MMU00514.OTHER.TYPES.OF.O.GLYCAN.BIOSYNTHESIS.KEGG -1.42 0.093

MMU04520.ADHERENS.JUNCTION.KEGG -1.42 0.093

# Supplementary material for: RNA sequencing reveals niche gene expression effects of beta-hydroxybutyrate in primary myotubes
**Source:** Life Sci Alliance. 2021 Aug 18;4(10):e202101037. doi: 10.26508/lsa.202101037
**Supplement:** Supplementary file 4

**Supplemental table 4: Primers for qPCR**

| **Gene** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| mBdh1 | ACAAGACACACGCTGTTGTTT | CTCTTCAAGCTGTCCAGTTCC |
| mMct1 | TGTTAGTCGGAGCCTTCATTTC | CACTGGTCGTTGCACTGAATA |
| mMct2 | GCTGGGTCGTAGTCTGTGC | ATCCAAGCGATCTGACTGGAG |
| mMct6/7 | ACATCTCCATAGGGGTAATCTCG | TGACTACCGAACGCCTTTTGT |
| mOxct1 | CATAAGGGGTGTGTCTGCTACT | GCAAGGTTGCACCATTAGGAAT |
| mDgat2 | TTCCTGGCATAAGGCCCTATT | AGTCTATGGTGTCTCGGTTGAC |
| mApoc2 | AGCTGCCTGATATGGAAGGA | GCTGTCTGGGACCTGAATGT |
| mGadph | CATGTTCCAGTATGACTCCACTC | GGCCTCACCCCATTTGATGT |
| mInppl1 | CAGCCTGGTATCACCGTGAC | GCCACGCTCTCGCTATCTC |
| mH1f0 | CACGGACCACCCCAAGTATTC | ACCCACCTTGTAGTGGCTCT |
| mPhlda3 | CCGTGGAGTGCGTAGAGAG | TCTGGATGGCCTGTTGATTCT |
| mClec4a1 | GACTCGTCTTCATGTACCGTCT | AGCAACAGAGAATAAGATTGCCA |
| mAdipoq | GCAGAGATGGCACTCCTGGA | CCCTTCAGCTCCTGTCATTCC |
| mSlc2a4 | GGAAGGAAAAGGGCTATGCTG | TGAGGAACCGTCCAAGAATGA |
| mFabp4 | AAGGTGAAGAGCATCATAACCCT | TCACGCCTTTCATAACACATTCC |
| mMyoD | GCCGCCTGAGCAAAGTGAATG | CAGCGGTCCAGGTGCGTAGAAG |
| mMyoG | AGAGGAAGTCTGTGTCGGTG | GTAGGCGCTCAATGTACTGG |
| mMyf5 | AAGGCTCCTGTATCCCCTCAC | TGACCTTCTTCAGGCGTCTAC |
| mMyh1 | GCGAATCGAGGCTCAGAACAA | GTAGTTCCGCCTTCGGTCTTG |
| mMyh2 | CGAAGAGTAAGGCTGTCCCG | CACAGGCGCATGACCAAAG |
| mMyh3 | AAAAGGCCATCACTGACGC | CAGCTCTCTGATCCGTGTCTC |
| mMyh4 | TTGAAAAGACGAAGCAGCGAC | AGAGAGCGGGACTCCTTCTG |
| mMyh7 | ACTGTCAACACTAAGAGGGTCA | TTGGATGATTTGATCTTCCAGGG |
| mMyh8 | AACAGAAACGCAATGCTGAGG | TCGCCTGTAATTTGTCCACCA |
| mAdipoq | TCCGTAAACATTTCCGGCCC | CAACTCGCAGGCTCAACTCC |
| mSlc2a4 | GGAAGGAAAAGGGCTATGCTG | TGAGGAACCGTCCAAGAATGA |
| mFabp4 | GGTGGAATGTGTTATGAA | AAATCCGACTGACTATTG |
| hCD11b | ACTTGCAGTGAGAACACGTATG | TCATCCGCCGAAAGTCATGTG |
| hCD14 | ACGCCAGAACCTTGTGAGC | GCATGGATCTCCACCTCTACTG |
| hTLR4a | TACAAAATCCCCGACAACCTCC | GCTGCCTAAATGCCTCAGGG |
| hTLR4b | ATGCTGCCGTTTTATCACGGA | CTAAACTCTGGATGGGGTTTCC |
| hLPL | CATTCCCGGAGTAGCAGAGT | GGCCACAAGTTTTGGCACC |
| hCD68 | GCTACATGGCGGTGGAGTACAA | ATGATGAGAGGCAGCAAGATGG |
| hTNFa | ATGAGCACTGAAAGCATGATCC | GAGGGCTGATTAGAGAGAGGTC |
| hCD36 | GTGCTGTCCTGGCTGTGTTT | TCACTTCCTGTGGATTTTGC |
| hIL1b | CACGATGCACCTGTACGATCA | GTTGCTCCATATCCTGTCCCT |
| hCD163 | TTCGTCGCATTATTCTTCTTGACTAA | TGGTGGACTAAGTTCTCTCCTCTTG |
| hSEPP1 | TCTGCCCGAAGTCCCTGTC | CTGATGCTGCCATTGTCGAC |
| hSTAB1 | TGCCCGCAAGAACCTCTC | GATCCCGTCACCCACGAAC |
| hCMKLR1 | CAGTTACGGTGATGAATACCCTG | GACGATGCTGTAGACCACCAC |

How the deposited data were processed for this re-analysis (not part of the article)

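RNA was measured in 36 libraries of primary mouse adipocytes, macrophages, myocytes and hepatocytes, with 3 libraries for each of the 12 combinations of cell type and treatment (control, 5 mM βOHB or 5 mM butyrate for 6 h). The values are estimated counts per gene as deposited by the authors, who made them with Salmon 1.2.1 on GENCODE M25 transcripts and summed them with tximport 1.16.1. They were not scaled to library size. All 36 libraries were used, and no column was left out. Condition and replicate number were taken from the labels of the deposited samples. Gene symbols and positions came from the GENCODE M21 annotation of GRCm38, in which 54094 of the 54347 genes were found. Release M25, which the paper used, was not among the files at hand.

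Estimated counts were rounded and tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, quasi-likelihood F test, Benjamini-Hochberg adjustment over all tested genes in each comparison). Genes with a CPM above 1 in at least 6 of the 36 libraries were tested, which left 15340. Log2 CPM values used a prior count of 2. The paper used limma 3.44.3. The comparisons were each treatment against the control of the same cell type, and for each treatment the response in myocytes minus the mean response of the other 3 cell types. With 3 against 3 libraries, an exact permutation test of a single value cannot go below p = 0.1, so single genes were tested only in the model over all genes, which shares its error between genes. Groups of 3 are too small for a test of outliers.

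Depth was 18366289 to 23221473 counts per library. On simulated data with the depth and spread of these libraries and 200 changed genes, the test recovered 88.0% of the changed genes of the myocyte comparison at an FDR below 0.05 (97.0% of those changed by a factor of 2), called 14 unchanged genes and gave 0 wrong signs. Limma-voom (limma 3.58.1) and DESeq2 1.42.0 recovered 88.5% and 89.0% there, with 24 and 20 false calls. These are recoveries of simulated changes of set sizes.

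Gene lists were tested with camera at a preset inter-gene correlation of 0.01, adjusted over 88 tests (11 lists in 8 comparisons). The lists were TCA cycle, oxidative phosphorylation, the immune genes named in the Discussion, markers of macrophages, fibroblasts, endothelial cells, proliferating cells and mature myotubes, macrophage-enriched genes, and the genes raised or lowered by butyrate at P below 0.001 in each of the cell types other than the tested one. Macrophage-enriched genes had at least 10 CPM in macrophage controls and at least 16 times the CPM of adipocyte and of hepatocyte controls, with 1 CPM added to each, and 64 times in a stricter version. Hepatocyte-enriched genes were defined in the like manner after the data were seen. Reactome sets of 15 to 500 tested genes (709 of 1457) were tested with fgsea 1.28.0 and 10000 permutations at an FDR below 0.1, on the 14156 tested genes (92.3%) with an Entrez ID. The KEGG sets, the signatures of HDAC inhibitors and the qRT-PCR values of the paper were not analysed here.

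The named genes were chosen by rule: every gene the paper names for its RNA-seq results or its introduction names as a target of βOHB, the 3 raised and the 3 lowered genes of smallest P in each comparison at P below 0.001 with all treated libraries on the same side of all controls, every gene at an FDR below 0.05 in a comparison with 10 or fewer of them, and TCA cycle genes at an FDR below 0.05 under βOHB in myocytes. Values for genes in Table S1 and in the figures had been seen before the rule was set. One gene under this rule, and the results of one list above, are not reported here.

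The tests, lists and alternatives were set before the data were examined, except where stated. The alternatives were limma-voom, DESeq2, RLE scaling, library totals alone, no filter on low counts, more than 20 counts in at least 6 libraries, filterByExpr, only the libraries of the cell type, the replicate number as a block, each library left out, different control libraries for the compounds, other list lengths, rankings, ratios and thresholds, other set tests, distances and gene selections, and a prior count of 0.5. Camera with preset correlation for Reactome sets and leaving out hepatocyte-enriched genes were added after the data were seen.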

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

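The tests of hepatocyte transcripts, of carry-over from the macrophage cultures and of the spread of single genes between myocyte libraries were chosen only after the result was seen.

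The response in myocytes differed from the mean response of the other 3 cell types for 162 genes under βOHB and 6441 genes under butyrate (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). When treatment labels were shuffled within every cell type, 12 of 100 labellings gave a βOHB count as large, the real one included, and the largest other count was 232. All 12 were among the 14 labellings that left the myocyte libraries in their real 2 groups. The 6 myocyte libraries have only 10 splits, so the share cannot fall much below 0.1 for a difference that comes from myocytes alone, and the test could not exclude chance for the βOHB count. For butyrate, 3 of 100 labellings gave a count as large, all of them among the 10 with the real groups in myocytes and the largest at 9420. Labellings without these groups gave at most 806. At the 0.05 level, this excludes only that butyrate had no effect in any cell type. It cannot show that the response differs between cell types, since the count largely followed whether the myocyte groups were kept. For the genes raised or lowered by butyrate in all 4 cell types, chance can be excluded at the 0.05 level. For each of these 2 counts, 1 of 100 labellings, the real one, was as large.

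Macrophage lists fell under βOHB in myocytes and not in the other cell types. The difference of the median response, myocytes minus the others, was -1.69 for 20 macrophage markers and -1.39 for 186 macrophage-enriched genes (FDR 1.02e-37 and 2.16e-73 by camera). For single genes, it was -3.81 for *Clec4a1*, -0.82 for *Sirpa*, -1.39 for *Cd93*, -1.98 for *Ms4a6c*, -1.92 for *C1qc*, -2.00 for *Btk* and -1.86 for *C1qb*. It was not significant for *Fcgr3* (-1.04, FDR 0.43), *Syk* (-0.95, 0.0873), *Ccr1* (-2.65, 0.581) and *Trem2* (-1.49, 0.178). Within myocytes, the median was -1.71 for the markers, with 20 of 20 lower (FDR 3.29e-44). For the macrophage-enriched genes it was -1.41, with 173 of 186 lower (FDR 5.77e-123, bootstrap 95% interval over genes -1.58 to -1.28). Bootstrap intervals here and below do not measure the spread between libraries. All 20 markers are in Table S1, so they are not independent of the study. Of the macrophage-enriched genes, chosen without the myocyte libraries, 106 are in Table S1, 167 exceed 1 CPM in myocyte controls and 2 are higher there than in macrophage controls. The stricter list had a median of -1.44 with 11 of 11 genes lower. In 2 of 10 splits of the control and βOHB libraries, camera gave as small a P for either macrophage list, the real split included, and the share cannot fall below 0.1.

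Signal of macrophage-enriched genes in the myocyte controls was not reported by the paper. Its median was 3.85%, 3.25% and 1.49% of the level in macrophage controls in replicates 1 to 3, against 0.953%, 0.667% and 1.41% under βOHB and 0.371%, 1.02% and 0.751% under butyrate. Control replicate 3 and βOHB replicate 3 thus lay close to each other. The tables argue against several explanations. Without control replicate 1, the median log2 fold change of the list was nearest to 0, at -1.15, so a single control library does not account for all of it. Thinning the myocyte libraries to 19522866 counts left a median of -1.46, and removing trends over GC content and gene length left a camera P of 2.08e-123. An effect of βOHB on macrophages that also acts in the macrophage cultures is argued against by a 5th percentile of -0.10 for the list in those cultures, where 0 of the 122 genes called in myocytes were lower at P below 0.05 by edgeR's quasi-likelihood test. A like loss of every cell type other than myotubes would lower fibroblast markers. Their median was 0.04 (bootstrap 95% interval over genes -0.04 to 0.07), although 5 of the 12 were lower and 11 exceed 1 CPM in myocyte controls. Of the 12, 10 also exceed 1 CPM in macrophage controls, so they argue against such a loss only if fibroblasts made them here. The endothelial markers had a median of -0.24 (-0.48 to -0.07) and the proliferating cell markers one of -1.04, so a loss of some other cells stays open. RNA carried over from the macrophage cultures stays open too. The fall under βOHB was 1.38% of the macrophage level in the median of 139 genes, and its quartiles differed by a ratio of 2.06, against 1.74 for the rise of hepatocyte-enriched genes in butyrate replicate 2 over the myocyte controls. Whole levels were more spread. The SD of the log2 ratios of macrophage-enriched genes was 1.31, 1.42 and 1.82 in myocyte control replicates 1 to 3, against 0.50 for the hepatocyte transcripts. These levels include any transcripts made in the muscle culture itself, so they do not decide on carry-over. A candidate explanation that likewise stays open is that the βOHB wells held fewer macrophages than the control wells, since 93.5% of 154 well-measured genes of the list were lower, and abundant genes fell by no less than the rest (-1.61 and -1.32, permutation p = 0.0943). *Lyz2*, the most abundant gene of the list in the macrophage cultures, was at 0.904% of its level there in myocyte controls and fell by 0.572% of it, less than the median, so the source may differ from those cultures. An effect of βOHB on gene expression in macrophages of the muscle culture stays open as well and was not tested.

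Markers of proliferating cells fell in myocytes under βOHB, where the paper's Table S3 lists DNA replication and cell cycle among the lowered sets. Their median was -1.04, with 12 of 12 genes lower (camera FDR 1.87e-13, fry 0.00702, estimated correlation 0.105), and the difference from the other cell types was -1.18. All 12 exceed 1 CPM in myocyte controls, 12 are higher in macrophage controls, 2 are macrophage-enriched and 2 are in Table S1. Under butyrate, the difference was -1.32. No explanation was tested for this list, and fewer dividing cells of any type remain open.

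TCA cycle and oxidative phosphorylation genes rose under βOHB in myocytes relative to the other cell types by 0.17 each, where adipocytes had medians of -0.07 and -0.09. Splits of the 6 myocyte libraries gave as small a camera P in 3 of 10 cases for TCA cycle and 4 of 10 for oxidative phosphorylation, so chance cannot be excluded. After correction for GC content and gene length, the camera P of TCA cycle was 1.07e-06. A larger share of myotube RNA in the βOHB wells may contribute, since the mature myotube markers had a median of 0.18 (bootstrap 95% interval over genes 0.13 to 0.21). As a list, they were not significant (FDR 0.299). A metabolic response of the myotubes stays open.

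The genes lowered by butyrate in the other 3 cell types had a βOHB response 0.04 higher in myocytes than elsewhere (FDR 0.00551). They were chosen against the control libraries that the βOHB response elsewhere also uses, which by itself draws the difference this way. In 1 of 10 splits, the real one, camera gave as small a P in myocytes for this list, and likewise in 1 of 10 for the genes raised by butyrate elsewhere, and neither share can fall below 0.1. No explanation was tested.

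*Camk2b* (0.92) and *Mtres1* (0.33) differed in their βOHB response between myocytes and the other cell types. *Camk2b* was named for its fall in adipocytes and *Mtres1* for its rise in myocytes, in the same libraries. This choice by itself draws both differences this way. No technical explanation was tested for them.

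Under butyrate, the response in myocytes minus the others was -2.01 for macrophage markers, -1.34 for macrophage-enriched genes, 1.54 for endothelial markers and -1.23 for mature myotube markers. It was -0.29 for genes raised and 0.22 for genes lowered by butyrate in the other 3 cell types, a smaller response in both directions. These 2 lists were chosen for their response in the other cell types, which by itself draws the difference this way. Of the genes named by the paper, it was -1.14 for *H1f0*, -1.09 for *H1f2*, -2.78 for *H1f3*, -1.93 for *H1f4*, 0.42 for *Anp32b*, -0.60 for *Dgat2* and -0.36 for *Phlda3*. Of the 21 genes named by rank, 19 differed. They were ranked by P within single cell types on the same libraries, which by itself favours a difference. Reads shared between similar histone genes are argued against as the cause of the weaker rise, since the sum over 7 H1 genes differed by -1.19 as well. A biological difference between the cell types stays open.

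Hepatocyte-enriched genes gave signal in some myocyte libraries. Over the 178 of 376 genes with at most 0.05 CPM in the myocyte controls, the median was 0.0578% of the hepatocyte level in βOHB replicate 3 and 0.082%, 1.39% and 0.352% in butyrate replicates 1 to 3, against 0 in the other 5 myocyte libraries, in which 24 to 40 of the 178 genes had at least 1 count. *Alb* had 0, 1 and 1 counts in the control libraries, 0, 0 and 415 under βOHB and 578, 10684 and 2131 under butyrate. The restriction to 178 genes was made after the data were seen. It by itself keeps the control libraries near 0, so only βOHB replicates 1 and 2 are a free comparison. Over all 376 genes, rho with the hepatocyte level was 0.745, a value which the prediction had left undecided. Of the 376 genes, 86 exceed 1 CPM in myocyte controls and 207 are higher there than in macrophage controls. A rate of misassigned reads shared by all libraries is argued against by a highest median of 0 in the macrophage libraries, and an effect of butyrate by levels in the butyrate libraries that differ by a ratio of 17.0. Carry-over of hepatocyte RNA or reads into these libraries is a candidate explanation, with a rho of 0.957 between the levels in butyrate replicate 2 and in hepatocyte controls over the 178 genes. It bears on *Apoc2*, at 284 CPM in hepatocyte controls, and on genes strongly raised by butyrate in myocytes, since 176 of the 290 genes with a log2 fold change above 4 were hepatocyte-enriched. The median of the 376 genes was 3.72, and 2.82 with the 114 genes at 0 in controls set to a floor of 3 counts over the group.

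*Srp54b* under βOHB in adipocytes (-2.36) and *Cyp2c29* in hepatocytes (1.69) are not discussed by the paper. For *Srp54b*, the summed CPM of *Srp54a*, *Srp54b* and *Srp54c* changed by -3.67, within the SD of 6.82 and 8.59, while *Srp54b* changed by -18.9 and the others by 15.2, so reads shared between paralogs may explain it. For *Cyp2c29*, the summed CPM of 9 genes of its family rose by 53.4, with SDs of 36.1 and 30.7. A rise of *Cyp2c29* and a shift of reads within a rising family cannot be told apart, as the rest of the family rose by 23.9.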

How the results depend on the processing

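Camera with preset correlation for Reactome sets and the omission of hepatocyte-enriched genes were chosen only after the result was seen.

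The butyrate counts of changed genes stayed within 1.5 times in all 4 cell types at either threshold, as did the count of genes whose butyrate response differs between myocytes and the other cell types and the genes raised by butyrate in all 4 cell types. With single libraries left out, the counts at P below 0.001 and an FDR below 0.05 were 6294 to 6427 and 8680 to 8816 in adipocytes, 6924 to 7021 and 9311 to 9405 in macrophages, 6801 to 7281 and 9511 to 9875 in myocytes, and 6967 to 7086 and 9177 to 9280 in hepatocytes. The genes differing between cell types numbered 5788 to 6401, and those raised or lowered in all 4 cell types 1228 to 1334 and 1172 to 1330. The genes lowered in all 4 numbered 834 with library totals alone and 1946 at an FDR below 0.05, the latter by a wider threshold.

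The βOHB counts moved. At P below 0.001 in adipocytes (26), the count was 52 with limma-voom, 48 with DESeq2, 43 with library totals alone, 266 with no filter, 12 with only the libraries of the cell type and 46 with the replicate block. At an FDR below 0.05 there (1), it was 0 with limma-voom, RLE library scaling, only the libraries of the cell type and the replicate block, 3 with DESeq2 and 192 with no filter. In macrophages (4 and 0), it was 7 with limma-voom and 7 with DESeq2, 77 with no filter and 20 with only the libraries of the cell type at P below 0.001, and 2 with DESeq2, 35 with no filter and 5 with only the libraries of the cell type at an FDR below 0.05. In myocytes (393 and 446), it was 849 and 895 with no filter and 46 and 0 with only the libraries of the cell type. In hepatocytes (25 and 1), it was 38 and 2 with DESeq2, 126 and 48 with no filter, and 11 with only the libraries of the cell type and 16 with the replicate block at P below 0.001. The βOHB response differed between cell types for 75 genes with limma-voom, 410 with DESeq2 and 609 with no filter. No filter tests 32246 genes, and for the rest the cause was not tested.

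Leaving out 1 library gave 11 (without control replicate 1) to 99 (without βOHB replicate 1) genes at P below 0.001 in adipocytes, 0 (βOHB replicate 2) to 8 (βOHB replicate 3) in macrophages, 209 (control replicate 1) to 513 (control replicate 3) in myocytes and 13 (βOHB replicate 1) to 145 (βOHB replicate 2) in hepatocytes. At an FDR below 0.05, it gave 0 to 2, 0 to 1, 175 (control replicate 1) to 589 (control replicate 3) and 0 (control replicate 2) to 29 (βOHB replicate 2). In myocytes, it also gave 288 genes without control replicate 2, 255 without βOHB replicate 1 and 213 without βOHB replicate 2. Genes differing between cell types numbered 23 to 381, without myocyte control replicates 1 and 3.

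The replicate number does not pair the libraries. The correlation of gene levels between libraries of the same number, after removal of group means, lay between -0.26 and 0.27 and exceeded 0.1 in 2 of 9 pairs in adipocytes and myocytes and in 0 of 9 in macrophages and hepatocytes. In myocytes, the replicate block gave 366 lowered and 44 raised genes, 340 and 30 of them among the main calls.

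The overlap of the top 1000 lowered genes (55) turned by the exact hypergeometric test from below to above the chance value with library totals alone (91, p = 0.00067), no filter (189, p = 6.86e-94), ranking by log2 fold change (387, p = 2.78e-218), without control replicate 3 (146, p = 4.45e-21) and without butyrate replicate 2 (90, p = 0.00115). With control replicates 1, 2 or 3 alone for βOHB it was 284, 306 and 274, and with them alone for butyrate 390, 344 and 215. With 1 library left out, it was 45 to 146. For the top raised genes (133), it was 120 to 142 with 1 library left out, 114 to 169 over the other tests, scalings and filters, 403 when ranked by log2 fold change, 257 to 308 with separate controls and 51 among the top 500, in each case above the chance value. The correlation fell to 0.206, 0.248 and 0.170 with separate controls (replicate 1 alone for βOHB, 3 alone for βOHB and 3 alone for butyrate) and was 0.233 (without βOHB replicate 3) to 0.546 with 1 library left out. The share of raised genes that butyrate also raises (49.1%) lost significance with limma-voom (41.8%) and without control replicate 1 (50%), control replicate 2 (43.5%), βOHB replicate 1 (46.7%) and βOHB replicate 2 (60%). It was 43.5% to 64.5% with 1 library left out and reached 68% with RLE library scaling (25 genes) and 76.9% with library totals alone (13 genes). The share of lowered genes was 66.9% to 85.2%. The share within the ratio limits was 49.1% for raised genes with linear fold changes, 3.77% with control replicate 1 alone for βOHB, 3 alone for βOHB and 3 alone for butyrate, and 0 (without βOHB replicate 2) to 33.3% (without control replicate 1). For lowered genes, it was 35.6%, 29.5% and 5.60% with replicates 1, 2 and 3 alone for βOHB, 14.0% and 15.8% with 1 and 2 alone for butyrate, and 16.3% to 27.1% with 1 library left out. Without the hepatocyte-enriched genes, the correlation was 0.338 and the count at an FDR below 0.05 was 456. The cause was not tested for these moves, apart from the hepatocyte transcripts.

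With camera and an estimated correlation, the FDR was 0.398 for TCA cycle, 0.742 for oxidative phosphorylation and 0.127 for genes raised by butyrate elsewhere, and with fry it was 0.14 for oxidative phosphorylation. Genes lowered by butyrate elsewhere became significant in the raised direction with fgsea (0.00472). The macrophage lists were significant under each set test (0.00542 and 0.000345 with estimated correlation, 0.000197 and 2.96e-05 with fry). With 1 library left out, the FDR was 5.66e-07 to 0.000818 for TCA cycle, 7.71e-14 to 0.000195 for oxidative phosphorylation, 2.07e-68 to 2.31e-34 for macrophage markers, 6.02e-211 to 2.55e-94 for macrophage-enriched genes, 0.00213 to 0.00786 for genes raised and 0.368 to 0.571 for genes lowered by butyrate elsewhere. Endothelial markers under βOHB in macrophages reversed without control replicate 1 (FDR 0.000842), with 7.58e-07 (without control replicate 2) to 0.568 (without βOHB replicate 1) over the libraries left out. The cause was not tested.

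The number of Reactome sets was 0 in all 8 comparisons with camera and an estimated correlation. With fry, it was 0, 0, 76 and 0 under βOHB in adipocytes, macrophages, myocytes and hepatocytes and 549, 553, 581 and 549 under butyrate. Camera with preset correlation moved it to 93 and 18 under βOHB in myocytes and hepatocytes and to 26, 94 and 29 under butyrate in macrophages, myocytes and hepatocytes. With 1 library left out, it was 132 to 245, 91 to 158, 103 to 163 and 17 (βOHB replicate 1) to 213 (control replicate 2) under βOHB in the same order of cell types, and 148 to 174, 43 (butyrate replicate 2) to 97, 171 to 209 and 72 (control replicate 1) to 145 under butyrate. The low end in adipocytes under βOHB was without βOHB replicate 3. These tests differ in what they take as the background, and the cause was not tested further.

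βOHB libraries formed their own cluster in 1 cell type with the 1000 genes of largest variance and in 1 with 1 minus Spearman correlation, and in 0 to 1 with 1 library left out, whereas butyrate libraries did in 4 of 4 throughout (4 to 4). Library totals without TMM moved *Slc16a1* to 6.83, *Slc16a7* to 4.77, *Slc16a6* to 4.47 and *Bdh1* to 4.52 in hepatocytes and *Slc16a7* to 5.15 in macrophages. With 1 control library left out, *Slc16a1* was 7.94 to 8.22, 4.71 to 4.80, 5.68 to 5.74 and 7.03 to 7.10 in adipocytes, macrophages, myocytes and hepatocytes, *Slc16a7* 0.87 to 1.29, 5.12 to 5.13, -0.17 to 0.43 and 4.93 to 5.05, *Slc16a6* 2.05 to 2.36, 4.52 to 4.61, 2.83 to 2.96 and 4.59 to 4.74, and *Bdh1* -0.29 to 0.20, 2.17 to 2.27, 0.71 to 0.85 and 4.67 to 4.79.

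Of 309 results for named genes, 142 were called. Of these, 34 were lost in at least 1 alternative (3 with limma-voom and 1 with the replicate block), 12 were lost with at least 1 library left out, and 25 others were gained. *Apoc2* under butyrate in myocytes was 1.78 without butyrate replicate 1 and reversed without butyrate replicate 2 (-0.12, adjusted p = 0.852 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Genes with few counts, such as *Clec4a1*, are limited by depth.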

Differences from the paper's values

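No test in this part was chosen only after the result was seen, and the alternatives named were set before the data were examined.

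For genes changed by βOHB at P below 0.001 in adipocytes, the paper gives 44 and the value here is 26. Limma-voom (52), DESeq2 (48), RLE library scaling (30), library totals alone (43), filterByExpr (30) and the replicate block (46) came within the limits of a difference, as did leaving out control replicate 2 (49) or βOHB replicate 2 (43), and the other 3 alternatives did not. For macrophages, the paper gives 38 changed and 13 lowered genes against 4 and 3 here, and 0 of 9 alternatives closed either gap. For hepatocytes, the paper gives 95 changed and 32 lowered genes against 25 and 12. No filter on low counts (126) closed the first gap and 8 alternatives did not, while DESeq2 (23), no filter (39) and leaving out control replicate 2 (27) or βOHB replicate 2 (39) closed that of the lowered genes and 7 alternatives did not. For raised genes in myocytes, the paper gives 78 at P below 0.001 against 39 (limma-voom 61 and no filter 90 close the gap, 7 alternatives do not) and 109 at an FDR below 0.05 against 53 (no filter 97 closes it, 8 do not).

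The overlap of the top 1000 lowered genes is about 120 in Fig. 4C, read by eye, against 55 here. Library totals alone (91) and leaving out control replicate 3 (146) or butyrate replicate 2 (90) closed the gap, and the other 15 alternatives did not. The overlap of the top raised genes is about 68 in Fig. 4C, read by eye, against 133, and 0 of 16 alternatives closed it. The paper states that the overlap is significant for lowered but not for raised genes, and here the ranking by test statistic gave the reverse. Ranking by log2 fold change gave 387 shared lowered and 403 shared raised genes, so it did not give the paper's pattern either.

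The share of lowered genes within the ratio limits is about 38% in Fig. 5B, read by eye, against 21.1%. Control replicate 1 (35.6%) or 2 (29.5%) alone for βOHB and leaving out βOHB replicate 3 (27.1%) closed the gap, and the other 13 alternatives did not. For raised genes, it is about 43% in Fig. 5B, read by eye, against 11.3%. The ratio of linear fold changes (49.1%) and leaving out control replicate 1 (33.3%) closed it, and 14 alternatives did not. Among genes raised by both, it is about 52% in Fig. 5B, read by eye, against 23.1%. Limma-voom (35.7%), linear fold changes (50.0%) and leaving out control replicate 1 (66.7%) closed it, and 7 alternatives did not.

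In Table S1, the paper's log2 fold change of *Apoc2* is -3.45 against -2.05 here, and limma-voom (-3.41) closed the gap and 8 alternatives did not. That of *Sirpa* is the paper's -1.0 against -0.81. Library totals alone (-0.88), only the libraries of the cell type (-0.84) and leaving out control replicate 3 (-1.04) or βOHB replicate 3 (-0.93) closed it, and 7 alternatives did not. That of *Slc16a6* is the paper's -0.84 against -0.66. Limma-voom (-0.68), library totals alone (-0.72), only the libraries of the cell type (-0.69) and leaving out control replicate 3 (-0.72) or βOHB replicate 3 (-0.88) closed it, and 6 alternatives did not.

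Of the 560 entries of Table S1, 540 were matched to tested genes, 537 had the same sign, 497 had P below 0.05 and 320 had an FDR below 0.05 here, and the fold changes correlated with an r of 0.963 across genes. The title of the table gives an FDR limit of 0.001, which 50 entries meet, and 1 entry, *Aldoa*, has an FDR of 0.65. The legend of Fig. 4A names P below 0.001, whereas the text gives its numbers at an FDR below 0.05.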

Other observations

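The tests of the spread of single genes, of hepatocyte transcripts and of butyrate values for genes ranked against other controls were chosen only after the result was seen.

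Splits of the 3 control and 3 treated libraries of a comparison number 10, so the share of splits with a count as large cannot fall below 0.1 and this test by itself cannot exclude chance in a single comparison. Under βOHB, the number of splits with as many genes at P below 0.001 was 6 of 10 in adipocytes, 9 in macrophages, 1 in myocytes and 6 in hepatocytes. At an FDR below 0.05, it was 2, 10, 1 and 5. In myocytes, the largest other split gave 272 and 269 genes. Under butyrate, it was 1 of 10, the real split, in each cell type at either threshold, and the largest other split gave 25, 53, 458 and 37 genes at P below 0.001 in adipocytes, macrophages, myocytes and hepatocytes, against 6990, 7623, 7648 and 7561. For the butyrate genes shared by all 4 cell types, labels shuffled in all of them exclude chance at the 0.05 level, with 1 of 100 labellings as large.

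More genes were called under βOHB in myocytes than in the other cell types. Less spread between replicates is argued against by a coefficient of variation of 0.111, the highest of the 4 cell types. A larger spread of single genes between the myocyte libraries than the model over all cell types assumes stays open. Genes called for an unchanged group, drawn gene by gene with the spread of the myocyte libraries, numbered at most 71 in 20 simulations. Another split of the 6 real libraries gave 269. A model of the myocyte libraries alone called 0 genes at an FDR below 0.05 with edgeR's quasi-likelihood test (1420 at P below 0.05). Limma-voom and DESeq2 over all libraries called 347 and 619 at that FDR. The myocyte model recovered 86.5% of simulated changes, but these had the spread fitted over all cell types and left out genes at low counts. That recovery thus cannot tell how much the myocyte model misses at the spread of the myocyte libraries. Without the hepatocyte-enriched genes, 456 genes were called. Differing macrophage content of the myocyte wells may account for many of the calls, since 73.8% of the lowered genes were at least 4 times higher in macrophages than in adipocytes and hepatocytes, against 5.38% of the tested genes (Fisher's exact test, p = 1.2e-297). An effect of βOHB on the cells of the culture stays open.

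Butyrate also lowered many of the genes that βOHB lowered in myocytes. Shared control libraries as the whole cause are argued against by the genes most lowered by βOHB against 1 part of the controls, of which at least 59.3% were lower under butyrate against the other part, above the largest share of 49.1% in draws of genes at like levels. For the Pearson correlation over all genes, shared controls as the whole cause are argued against by an r of 0.170 to 0.370 with separate controls. Without the hepatocyte-enriched genes, this r was 0.111 to 0.318. For the rank correlation, shared controls stay open, since the lowest rho with separate controls was -0.001 (-0.022 without the hepatocyte-enriched genes). Fewer macrophages in both treated groups than in the control wells may contribute. Among genes not higher in macrophages than in adipocytes and hepatocytes, butyrate lowered 42.9% (18 of 42) of the genes lowered by βOHB, against 31.4% of all such genes (Fisher's exact test, p = 0.0773). Hepatocyte transcripts in some of the treated myocyte libraries may raise the correlation of the log2 fold changes, which was 0.336 when the hepatocyte-enriched genes were dropped after the fit, 0.338 when they were dropped before it and 0.802 within them. A shared route of both compounds stays open.

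The P-value distributions under βOHB did not change much with the replicate number as a block, with 7.71%, 2.26%, 13.7% and 5.40% of genes at P below 0.05 in adipocytes, macrophages, myocytes and hepatocytes. This argues against libraries of the same number varying together.

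Genes that the introduction names as targets of βOHB had log2 fold changes under βOHB in myocytes of 0.02 (*Foxo3*), -0.10 (*Cat*), 0.19 (*Sod2*), 0.01 (*Bdnf*) and -0.02 (*Hk2*), and none was called by edgeR's quasi-likelihood test. *Bdh1* (0.47), *Oxct1* (0.21), *Slc16a1* (0.01), *Gapdh* (0.21) and *Slc16a7* (-1.23, from 1.03 to 0.436 CPM, FDR 0.163) were not called either. *Slc16a6* was called, with a log2 fold change of -0.66 (FDR 0.00674). Under butyrate, *Bdh1* changed by 2.66, 1.67, 3.25 and -0.53 in adipocytes, macrophages, myocytes and hepatocytes.

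Of the other lists, fibroblast markers (FDR 0.667) and endothelial markers (median -0.24, FDR 0.19) were not significant under βOHB in myocytes by camera, and of the endothelial markers 6 of 12 exceed 1 CPM in myocyte controls. In other cell types under βOHB, proliferating cell markers rose in adipocytes (median 0.41, FDR 5.9e-05), and mature myotube markers, of which 4 of 15 exceed 1 CPM in macrophage controls, rose in macrophages (0.76, FDR 1.69e-10) and fell in hepatocytes (-0.67, FDR 0.00016). Oxidative phosphorylation genes fell in macrophages (-0.06, FDR 2.7e-08), and fibroblast markers rose in adipocytes (0.18, FDR 0.0283). Genes lowered by butyrate in the cell types other than the tested one fell slightly in adipocytes (-0.02, FDR 0.00979) and hepatocytes (-0.02, FDR 0.00508). No explanation was tested for these values.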
